# Inhibition of RANK signaling in breast cancer induces an anti-tumor immune response orchestrated by CD8+ T cells

**DOI:** 10.1038/s41467-020-20138-8

**Published:** 2020-12-10

**Authors:** Clara Gómez-Aleza, Bastien Nguyen, Guillermo Yoldi, Marina Ciscar, Alexandra Barranco, Enrique Hernández-Jiménez, Marion Maetens, Roberto Salgado, Maria Zafeiroglou, Pasquale Pellegrini, David Venet, Soizic Garaud, Eva M. Trinidad, Sandra Benítez, Peter Vuylsteke, Laura Polastro, Hans Wildiers, Philippe Simon, Geoffrey Lindeman, Denis Larsimont, Gert Van den Eynden, Chloé Velghe, Françoise Rothé, Karen Willard-Gallo, Stefan Michiels, Purificación Muñoz, Thierry Walzer, Lourdes Planelles, Josef Penninger, Hatem A. Azim, Sherene Loi, Martine Piccart, Christos Sotiriou, Eva González-Suárez

**Keywords:** Cancer immunotherapy, Breast cancer

## Abstract

Most breast cancers exhibit low immune infiltration and are unresponsive to immunotherapy. We hypothesized that inhibition of the receptor activator of nuclear factor-κB (RANK) signaling pathway may enhance immune activation. Here we report that loss of RANK signaling in mouse tumor cells increases leukocytes, lymphocytes, and CD8^+^ T cells, and reduces macrophage and neutrophil infiltration. CD8^+^ T cells mediate the attenuated tumor phenotype observed upon RANK loss, whereas neutrophils, supported by RANK-expressing tumor cells, induce immunosuppression. RANKL inhibition increases the anti-tumor effect of immunotherapies in breast cancer through a tumor cell mediated effect. Comparably, pre-operative single-agent denosumab in premenopausal early-stage breast cancer patients from the Phase-II D-BEYOND clinical trial (NCT01864798) is well tolerated, inhibits RANK pathway and increases tumor infiltrating lymphocytes and CD8^+^ T cells. Higher RANK signaling activation in tumors and serum RANKL levels at baseline predict these immune-modulatory effects. No changes in tumor cell proliferation (primary endpoint) or other secondary endpoints are observed. Overall, our preclinical and clinical findings reveal that tumor cells exploit RANK pathway as a mechanism to evade immune surveillance and support the use of RANK pathway inhibitors to prime luminal breast cancer for immunotherapy.

## Abstract (web summary)

Receptor activator of nuclear factor-κB (RANK)/RANK-ligand (RANKL) signaling regulates the tumor-immune crosstalk. Here the authors show that systemic RANKL inhibition promotes CD8 + T cell infiltration in patients with early breast cancer and that loss of RANK signaling in tumor cells drives a T cell-dependent anti-tumor response in preclinical models.

## Introduction

Breast cancer (BC) in young women has a unique biology and is associated with poor prognosis. Previous results support a role for the receptor activator of nuclear factor-κB (RANK) signaling pathway in these tumors^1^. RANK pathway plays a crucial role in bone remodeling and mammary gland development^2,3^, acting as a paracrine mediator of progesterone for the expansion of mammary stem/progenitor cells, and mediates the early steps of progesterone-driven mammary tumorigenesis^4–7^. Denosumab is a human monoclonal antibody against RANK ligand (RL), approved for the prevention of skeletal morbidity associated with metastatic bone disease and the management of treatment-induced bone loss in early postmenopausal BC. Preclinical data reinforce the potential role of RL inhibitors such as denosumab in BC prevention^4,5,8,9^ and treatment due to its ability to reduce recurrence and metastasis^10^. We previously found that RANK loss in the oncogene-driven mammary tumor model MMTV-PyMT (PyMT) significantly reduced tumor incidence and lung metastases^10^. Tumor cells lacking RANK showed delayed tumor onset and a reduced ability to initiate tumors and metastasis. Pharmacological inhibition of RL also reduced tumor-initiating ability and led to the lactogenic differentiation of tumor cells^10^.

RANK and RL are expressed in a wide variety of immune cells^11^ and are involved in various immune processes, including lymph node development^12^, the activation of dendritic cells, monocytes and T cells, and the establishment of central and peripheral tolerance^11–19^. Thus, RANK pathway regulates innate and adaptive immune responses, and may promote or suppress immunity, depending on the context.

Tumor cells develop several strategies to evade immune surveillance: reducing infiltration by cytotoxic T lymphocytes or natural killer (NK) cells and increasing recruitment of immunosuppressive cells, such as regulatory T cells (Tregs) and different myeloid populations, such as tumor-associated macrophages (TAMs) and tumor-associated neutrophils (TANs)^20^. Immune-checkpoint inhibitors (mainly antibodies against cytotoxic T-lymphocyte-associated protein 4 (CTLA4) and programmed cell death protein-1 (PD-1) and its ligand (PD-L1)) have emerged as potent therapies against some solid tumors such as melanoma and advanced non-small cell lung cancer (NSCLC)^21,22^. Nevertheless, in BC the efficacy of immunotherapy remains limited even after the inclusion of radiotherapy or chemotherapy^23^, in particular in the immune “cold” luminal tumors.

Here, exploiting complementary genetic and pharmacological approaches in the PyMT tumor model^24^, we investigate the effects of RANK pathway inhibition on mammary tumor immune surveillance. RANK and RL expression patterns in PyMT tumors resemble those found in human breast adenocarcinomas, with RANK being expressed in tumor cells and myeloid cells, and RL in tumor-infiltrating lymphocytes (TILs)^4,10,25,26^. RANK deletion in tumor cells, but not in myeloid cells, leads to an increase in immune, lymphocyte, and CD8^+^ T-lymphocyte infiltration, and a reduction in the infiltration of myeloid cells. TANs and CD8^+^ T lymphocytes modulate the anti-tumor immune response driven by loss of RANK expression in tumor cells. Systemic RL inhibition also increases CD8^+^ T-cell infiltration and reinforces the anti-tumor benefits of checkpoint inhibitors in RANK-positive tumors. Importantly, the immune-modulatory effect of RANK signaling is confirmed in the D-BEYOND (denosumab, a RANK-ligand (RANKL) inhibitor and its Biological Effects in YOuNg premenopausal women Diagnosed with early breast cancer) clinical trial (NCT01864798), a prospective, pre-operative study evaluating denosumab and its biological effects in premenopausal early-stage BC. Two courses of denosumab induce an increase in TILs and CD8^+^ T-cell infiltration. Increased activation of RANK signaling pathway in the tumors and circulating serum RL at baseline are identified as predictive biomarkers for the denosumab-driven increase in TILs. Together, these results demonstrate the key role of RANK pathway in the tumor-immune crosstalk and support the use of RL inhibitors, such as denosumab, for enhancing the immune response in poorly immunogenic luminal BC.

## Results

### Loss of RANK in tumor cells leads to increased lymphocyte infiltration

We hypothesized that, beyond its tumor cell-intrinsic effects^10^, inhibition of RANK signaling pathway may enhance immune activation in BC. To test this hypothesis, we undertook genetic approaches using the PyMT luminal tumor mouse model. First, we tested whether loss of RANK signaling in myeloid cells could induce changes in immune infiltration, by using LysM-cre/RANK^flox/flox^ mice. Expression of Cre driven by LysM deletes RANK in the myeloid compartment (RANK MC^−/−^)^27^. As expected, lower levels of *Rank* mRNA were found in peritoneal macrophages from RANK MC^−/−^ mice (Fig. 1a). PyMT RANK^+/+^ (RANK^+/+^) tumors were orthotopically transplanted in RANK MC^−/−^ mice and corresponding controls (RANK MC^+/+^) (Fig. 1a). Analyses of the tumor immune infiltrates revealed no changes in immune infiltration, leukocytes (CD45^+^), lymphocytes (CD11b^−^ within CD45^+^), TAMs (F4/80^+^CD11b^+^ within CD45^+^), or TANs (Ly6G^+^ CD11b^+^ within CD45^+^) between genotypes (Fig. 1b and Supplementary Fig. 1a, b). The frequencies of infiltrating CD8^+^ T cells (CD11b^−^ CD3^+^ CD8^+^), CD4^+^ T cells (CD11b^−^ CD3^+^ CD8^−^), and the CD4/CD8 ratio were also similar in RANK^+/+^ tumors growing in RANK MC^−/−^ or RANK MC^+/+^ mice (Supplementary Fig. 1a, b).

**Fig. 1:**
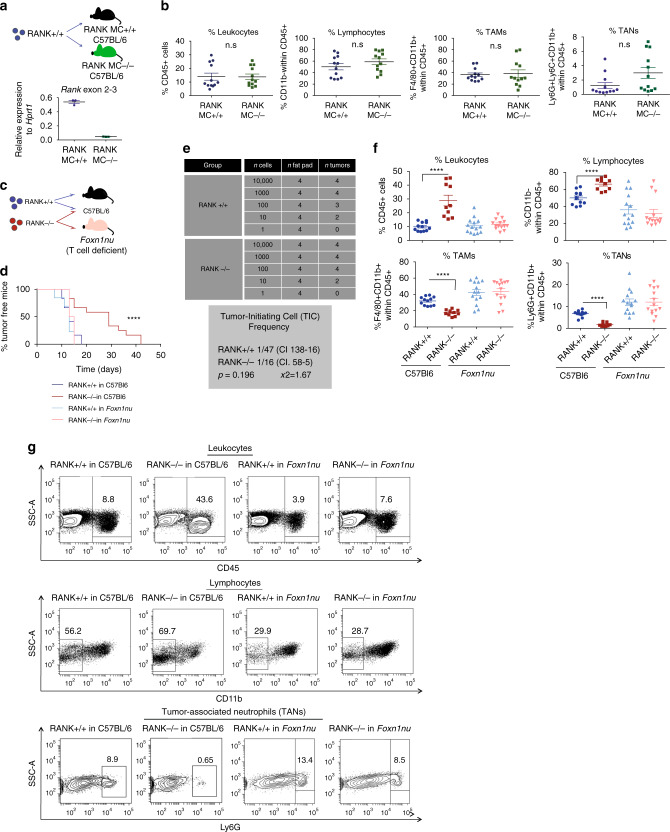
Loss of RANK in tumor cells, but not in myeloid cells, leads to increased TIL frequency, and T cells drive the delayed tumor formation and the reduced tumor-initiating ability of RANK-null tumor cells. **a** Top panel: injection scheme showing the implantation of PyMT RANK^+/+^ (RANK^+/+^) tumors in LysM-Cre RANK^fl/fl^ mice (RANK MC^−/−^) and WT (RANK MC^+/+^) (C57BL/6). Bottom panel: *Rank* mRNA expression levels relative to *Hprt1* in peritoneal macrophages of RANK MC^−/−^ and RANK MC^+/+^ mice (*n* = 3). Mean ± SEM is shown. **b** Graphs showing the percentages of tumor-infiltrating leukocytes (CD45^+^), lymphocytes (CD11b^−^ within CD45^+^), tumor-associated macrophages (TAMs) (F4/80^+^CD11b^+^ within CD45^+^) and tumor-associated neutrophils (TANs) (Ly6G^+^Ly6C^−^CD11b^+^ within CD45^+^) in RANK^+/+^ tumor transplants in RANK MC^−/−^ and RANK MC^+/+^ mice (*n* = 12 tumors). Mean, SEM shown. *t*-test and *p*-values were calculated. **c** Injection scheme showing the implantation of PyMT RANK^+/+^ and PyMT RANK^−/−^ tumors in C57BL/6 WT animals and *Foxn1*^*nu*^ mice. **d** Kinetics of palpable tumor onset (left) after tumor transplantation of RANK^+/+^ and RANK^−/−^ tumor cells in syngeneic C57BL/6 (*n* = 6) and *Foxn1*^*nu*^ mice (*n* = 7). Log-rank test performed with two-tailed *p*-value (****p = 0.005). One representative experiment out of two is shown. **e** Tumor-initiating frequencies as calculated by ELDA. Cells isolated from RANK^+/+^ and RANK^−/−^ tumors were injected in *Foxn1*^*nu*^ mice in limiting dilutions. WEHI’s online ELDA-software (http://bioinf.wehi.edu.au/software/elda/) was used to calculate the *χ*^2^-values with 95% confidence interval. **f** Graphs showing the percentages tumor-infiltrating leukocytes (CD45^+^; ****p < 0.0001), lymphocytes (CD11b^−^ within CD45^+^; ****p < 0.0001), TAMs (F4/80^+^CD11b^+^ within CD45^+^; ****p < 0.0001), TANs (Ly6G^+^CD11b^+^ within CD45^+^; ****p < 0.0001) in RANK^+/+^ or RANK^−/−^ tumor transplants in syngeneic C57BL/6 and *Foxn1*^*nu*^ mice (*n* = 12 RANK^+/+^ tumors, *n* = 10 RANK^−/−^ tumors in C57BL/6 hosts; *n* = 14 RANK^+/+^ or RANK^−/−^ tumors in *Foxn1*^*nu*^ hosts). Tumors were analyzed at endpoint (>0.2 cm^2^). Mean, SEM and *t*-test two-tailed *p*-values are shown. Two representative primary tumors were used in these experiments. **g** Representative dot blots of leukocytes (CD45^+^) gated in live cells (7AAD^−^) and lymphocytes (CD11b^−^) gated on CD45^+^.

We next tested whether RANK loss exclusively in tumor cells could alter tumor immune infiltration: tumors derived from PyMT/RANK^−/−^ mice (RANK^−/−^ tumors) were orthotopically transplanted in syngeneic C57Bl6 mice and compared with RANK^+/+^ tumor transplants. RANK^−/−^ tumors showed greater infiltration by leukocytes, lymphocytes, and CD8^+^ T cells compared with RANK^+/+^ tumors of similar size (Supplementary Fig. 1a, c). Together, these results demonstrate that loss of RANK in tumor cells, but not in myeloid cells, induces an increase in tumor-immune infiltrates, TILs, and CD8^+^ T cells.

### T cells mediate the longer tumor latency of RANK^−/−^ tumors

The increase in TILs observed after loss of RANK in tumor cells, prompted us to investigate the functional contribution of this immune population. To this end, RANK^+/+^ and RANK^−/−^ tumor cells were transplanted in parallel in syngeneic mice and in T-cell-deficient *Fox1*^*nu*^ mice (Fig. 1c). We had previously demonstrated that, compared with RANK^+/+^, RANK^−/−^ tumor cells display prolonged latency to tumor formation, increased apoptosis, and a lower frequency of tumor-initiating cells when transplanted in syngeneic mice^10^.

Strikingly, when transplanted in T-cell-deficient *Foxn1*^*nu*^ mice, no differences in latency to tumor onset were observed between RANK^+/+^ and RANK^−/−^ tumor transplants, whereas the same tumors transplanted in syngeneic C57BL/6 mice corroborated previous results (Fig. 1d and Supplementary Fig. 2a)^10^. In addition, limiting dilution assays in *Foxn1*^*nu*^ mice showed no differences in the ability of RANK^+/+^ and RANK^−/−^ tumor cells to initiate tumors (Fig. 1e). Further characterization of the tumors revealed that RANK^−/−^ tumor transplants growing in syngeneic hosts contained more apoptotic and necrotic cells than did their RANK^+/+^ counterparts (Supplementary Fig. 2b), corroborating previous findings^10^. However, the frequency of apoptotic cells was similar in RANK^−/−^ and RANK^+/+^ tumor cells growing in *Foxn1*^*nu*^ mice. Differences in late apoptosis/necrosis (7AAD^+^/Annexin V^+^ cells) between RANK^+/+^ and RANK^−/−^ tumor cells were observed in both syngeneic and *Foxn1*^*nu*^ recipients, but were less marked in T-cell-deficient mice (Supplementary Fig. 2b). These observations suggest that the increased tumor cell death rate in the absence of RANK is due to a combination of tumor cell-intrinsic and T-cell-mediated effects, whereas T cells are responsible for the delayed tumor onset and the reduced tumor-initiating ability of RANK-null tumor cells.

Analyses of RANK^+/+^ and RANK^−/−^ tumors confirmed the higher frequency of leukocytes and the enrichment in TILs in RANK^−/−^ compared with RANK^+/+^ tumors (Fig. 1f, g and Supplementary Fig. 1c). In contrast, the relative frequency of TAMs and TANs was higher in RANK^+/+^ than in RANK^−/−^ tumors (Fig. 1f, g and Supplementary Fig. 1c). These differences were no longer observed in *Foxn1*^*nu*^ transplants (Fig. 1f, g).

To rule out the possibility that immune cells transplanted along with tumor cells were responsible for the observed changes, the CD45^−^ population (tumor cell-enriched) was sorted and transplanted into syngeneic hosts. The longer tumor latency observed in RANK^−/−^ was exacerbated when sorted CD45^−^ cells were injected, compared with whole tumor transplants (Supplementary Fig. 2c). Accordingly, differences in immune infiltration were also observed between tumors derived from sorted CD45^−^ RANK^+/+^ and CD45^−^ RANK^−/−^ cells and those derived from whole tumor transplants (Supplementary Fig. 2d).

To confirm that our findings are not affected by differences other than RANK status between RANK^+/+^ and RANK^−/−^ tumors, we infected PyMT/RANK^flox/flox^ tumors with pLVX-Cre-IRES-zsGreen or control lentivirus. Infected tumor populations were fluorescence-activated cell sorting (FACS)-sorted and orthotopically transplanted into C57BL/6 mice. RANK depletion was confirmed by reverse transcription PCR (RT-PCR) and immunohistochemistry (IHC) (Supplementary Fig. 2e). RANK-depleted tumors showed lower tumor growth rate (Supplementary Fig. 2f) and greater infiltration of leukocytes, lymphocytes, and T cells (CD3^+^ CD11b^−^CD45^+^), corroborating previous findings (Supplementary Fig. 2g). CD8^+^ T cells were more abundant and TANs were reduced in RANK-depleted tumors, although the differences were not significant (Supplementary Fig. 2g). Thus, RANK loss in tumor cells leads to a significant increase in TILs.

Together, these results demonstrate that RANK loss in tumor cells leads to a significant increase in TILs that restrict RANK^−/−^ tumor cell growth. Reciprocally, they indicate that RANK expression in tumor cells induces an immunosuppressive microenvironment enriched in TAMs and TANs, allowing tumor cells to escape T-cell immune surveillance.

### CD8^+^ T cell depletion rescues the delay in tumor onset of RANK^−/−^ tumors

Further characterization of TIL subsets from syngeneic transplants (Supplementary Fig. 1a), revealed a significant increase in the percentage of CD3^+^ T lymphocytes and CD8^+^ T cells in RANK^−/−^ tumors and a lower CD4^+^/CD8^+^ ratio in RANK^−/−^ compared with the RANK^+/+^ tumors (Fig. 2a). There were no significant differences between the two groups in the frequencies of NK cells (NK1.1^+^ CD3^−^), B cells (CD19^+^ CD3^−^CD11b^−^), or levels of interferon-γ (IFNγ) production by tumor-infiltrating CD4^+^ and CD8^+^ T cells (Supplementary Fig. 3a). However, TAMs that infiltrated RANK^−/−^ tumors expressed higher levels of IL-12/IL23, indicative of an anti-tumor M1 response (Supplementary Fig. 3a). Increased CD3^+^ T-lymphocyte and CD8^+^ T-cell tumor infiltration in RANK^−/−^ tumors compared with RANK^+/+^ was confirmed by IHC (Fig. 2b, c) and the mRNA levels of the cytotoxicity markers, namely *Ifnγ* and perforin (*Prf1)* were higher in RANK^−/−^ tumors (Fig. 2d). Gene expression analysis comparing sorted CD45^−^ cells (tumor cell-enriched) isolated from RANK^+/+^ vs. RANK^−/−^ tumor transplants revealed 604 differentially expressed genes (Supplementary Data 1). Gene Ontology (GO) and Generally Applicable Gene Set Enrichment (GAGE) analyses revealed that RANK^−/−^ tumor cells overexpressed a subset of genes related to the “intrinsic apoptotic signaling pathway,” “antigen processing and presentation,” and “positive regulation of T-cell-mediated cytotoxicity” (Supplementary Data 2–4). Similar frequencies of CD3^+^, CD4^+^, and CD8^+^ T cells were found in draining lymph nodes from RANK^+/+^ and RANK^−/−^ tumor transplants, but a moderate increase in IFNγ production in the lymph node T cells was observed in the RANK^−/−^ tumor transplants (Supplementary Fig. 3b).

**Fig. 2:**
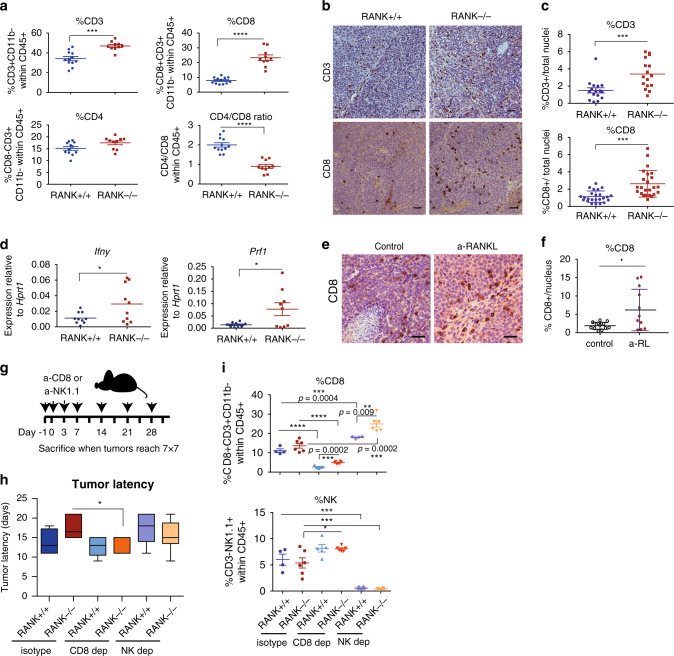
RANK loss in tumor cells leads to increased CD8^+^ Tcell tumor infiltration that mediates the delayed tumor latency of RANK^−/−^ tumors. **a** Graphs showing the percentage of T cells (CD3^+^CD11b^−^ within CD45^+^; ***p = 0.0001), CD8 (CD8^+^CD3^+^CD11b^−^ within CD45^+^; ****p < 0.0001), CD4 (CD8-CD3^+^CD11b^−^ within CD45^+^; *p* = 0.0503), and the CD4/CD8 ratio (****p < 0.0001) in RANK^+/+^ (*n* = 12) or RANK^−/−^ (*n* = 10) tumor cells injected in syngeneic C57BL/6 mice^#^. Representative images (**b**) and quantification (**c**) of CD3^+^ (*n* = 4 tumors, ***p = 0.0009) and CD8^+^ cells (*n* = 6 tumors, ***p = 0.0001) in RANK^+/+^ and RANK^−/−^ tumor transplants as assessed by IHC. Scale = 25 μm. Tumors derived from three independent primary tumors were used. Each dot represents one picture^#^. **d** *Prf1* and *Ifnγ* mRNA levels relative to *Hprt1* of whole tumors from RANK^+/+^ and RANK^−/−^ transplants in syngeneic C57BL/6 mice (*n* = 10; *Prf1* *p = 0.0286, *Ifnγ* *p = 0.0360)^#^. **e**, **f** Representative images (**e**) and quantification (**f**) of CD8^+^ cells in RANK^+/+^ control and anti-RANKL-treated tumors from second transplants as assessed by IHC. Scale = 25 μm. Each dot represents one picture (*n* = 12 pictures, *n* = 3 tumors, *p = 0.0168)^#^. **g** Schematic overview of CD8 (300 μg, clone 53-5.8) and NK1.1 (200 μg, clone PK136) treatments in orthotopic RANK^+/+^ and RANK^−/−^ tumor transplants. Animals were treated i.p. on days −1, 0, 3, and 7 after tumor cell injection and then once per week until the day of killing, when tumors were >0.5 cm^2^. **h** Latency to tumor onset of RANK^+/+^ and RANK^−/−^ tumor cells implanted in syngeneic C57BL/6 animals and treated with anti-CD8 or anti-NK1.1 depletion antibodies (*n* = 6) or corresponding isotype control (*n* = 4 for RANK^+/+^ and *n* = 6 for RANK^−/−^). Box and whisker plots (box represents the median and the 25th and 75th percentiles, whiskers show the largest and smallest values) and significant *t*-test two-tailed *p*-values are shown (*p = 0.05). **i** Graphs showing the percentage of infiltrating CD8 T cells (CD8^+^CD3^+^CD11b^−^ within CD45^+^) and NK (NK1.1^+^CD3^−^ within CD45^+^). Each dot represents one tumor (*n* = 4 control and NK-depleted RANK^+/+^ tumors; *n* = 5 CD8-depleted RANK^+/+^ tumors; and *n* = 6 RANK^−/−^ control, NK- and CD8-depleted tumors)^#^. ^#^Mean, SEM and *t*-test two-tailed *p*-values are shown (*p < 0.05; **0.001 < *p* < 0.01; ***0.001 < *p* < 0.0001; ****p < 0.0001). For **a** and **d**, each dot represents one tumor analyzed at the endpoint (>0.2 cm^2^). Data for tumor transplants derived from two representative primary tumors in two independent experiments.

Next, we investigated the effects on the tumor immune infiltrates after systemic pharmacological inhibition of RL (RANK-Fc treatment 10 mg/kg three times per week, for 4 weeks) in serial tumor transplants from PyMT mice (Supplementary Fig. 3c)^10^. No significant changes in the total number of TILs upon RL inhibition were observed (Supplementary Fig. 3d, e). However, after RL inhibition, the frequency of infiltrating CD8^+^ T cells increased (Supplementary Fig. 3d) and CD4^+^ T cells decreased (Supplementary Fig. 3e), leading to a lower CD4^+^/CD8^+^ ratio (Supplementary Fig. 3d, e). An increased infiltration by CD8^+^ T cells in tumors continuously treated with RL inhibitor was also observed by IHC (Fig. 2e, f). Together, these evidences demonstrate that genetic or pharmacologic inhibition of RANK signaling increases CD8^+^ T-cell tumor infiltration.

CD8^+^ T and NK cells have been shown to drive tumor cell cytotoxicity^20^; therefore, depletion experiments were performed in RANK^+/+^ and RANK^−/−^ tumor transplants to confirm their involvement (Fig. 2g). Depletion of CD8^+^ T cells, but not of NK cells, rescued the delayed tumor formation observed in RANK^−/−^ transplants with minor effects on RANK^+/+^ transplants (Fig. 2h). CD8^+^ T- and NK-cell depletions were corroborated in blood samples and tumor infiltrates (Supplementary Fig. 4a, b). CD8^+^ T-cell depletion resulted in increased NK-cell frequency in tumors and, conversely, NK-cell depletion led to increased CD8^+^ T-cell infiltration (Fig. 2i). These results suggest that CD8^+^ T cells mediate the anti-tumorigenic response induced by RANK loss in tumor cells, and that the exacerbated T-cell response in RANK^−/−^ tumors is responsible for the delay in tumor formation.

### RANK^+^ tumor cells promote immunosuppression through neutrophils

To clarify the intercellular crosstalk involved in the observed phenotypes we cultured three-dimensional (3D) tumor acini from RANK^+/+^ and RANK^−/−^ tumor transplants for 72 h, and measured the levels of cytokines and chemokines in the culture supernatants (Supplementary Data 5). Fewer cytokines/chemokines were more abundant in RANK^−/−^ than in RANK^+/+^ tumor supernatants and included the following: (i) eotaxin 1, which is involved in eosinophil recruitment; (ii) CD40, which enhances T-cell responses; and (iii) B lymphocyte chemoattractant (BLC), which controls B-cell trafficking^28^ (Fig. 3a). However, no significant differences in the frequencies of eosinophils or B cells were found in RANK^−/−^ as compared to RANK^+/+^ tumor transplants (Supplementary Fig. 3a). In supernatants derived from RANK^+/+^ tumor acini, many cytokines were upregulated including stromal cell-derived factor-1α, macrophage inflammatory protein-1α, interleukin (IL)-1α, stem cell factor, tumor necrosis factor-α, IL-13, macrophage colony-stimulating factor, IL-10, IL-4, IL-17, and IL-1β (Supplementary Data 5 and Fig. 3a). These various cytokines/chemokines are characteristic of an immunosuppressive microenvironment and have a wide-range of actions, including myeloid cell recruitment^28^. The mRNA expression levels of *Il-1β* and *Caspase-4*, which mediates the activation of pre-IL1-β in the inflammasome^29^, were also higher in RANK^+/+^ tumors, whereas *s100a9*, a gene related to neutrophil stimulation and migration, showed a tendency to increase^30^ (Fig. 3b). These changes may contribute to the increased infiltration of TANs observed in RANK^+/+^ tumors (Fig. 1f, g and Supplementary Figs. 1c and 2d) and the suppression of T-cell immunity as previously reported^31,32^. In fact, the percentage of TANs (Ly6G^+^) and that of CD8^+^ T cells were negatively correlated in the mouse tumors (Fig. 3c).

**Fig. 3:**
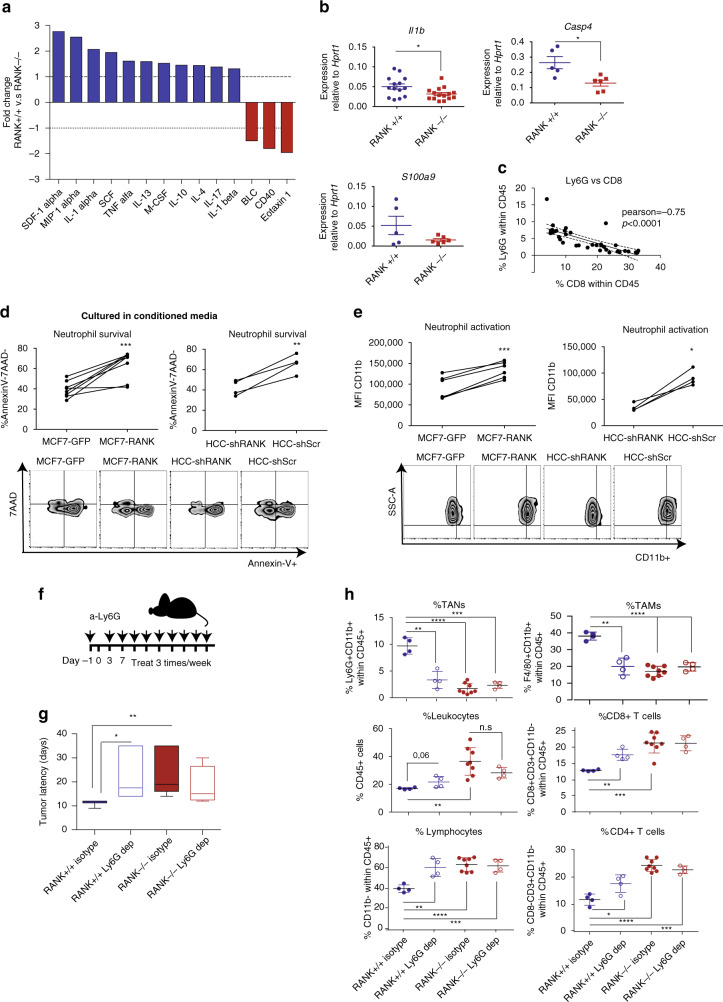
Neutrophils recruited by the proinflammatory cytokine/chemokine milieu driven by RANK restrict T-cell immunity. **a** Cytokines/chemokines in the supernatant of RANK^+/+^ and RANK^−/−^ tumor 3D acini cultured during 72 h, expressed as the magnitude of change between RANK^+/+^ and RANK^−/−^ tumor acini (pool of 3 tumors, *n* = 1). See also Supplementary Data 5. **b** *Il1b, Casp4*, and *S100a9* mRNA levels relative to *Hprt1* of whole tumors from RANK^+/+^ and RANK^−/−^ transplants in syngeneic C57BL/6 mice (*n* = 14 for *Il1b*, *p = 0.005; *n* = 5 RANK^+/+^ tumors, *n* = 6 RANK^−/−^ tumors for *Casp4*, *p* = 0.011; and *S100a9*, *p* = 0.12). Two representative primary tumors of two independent experiments were used^#^. **c** Correlation between the frequency of TANs (Ly6G^+^ Ly6C^+^ CD11b^+^) and CD8^+^-T cells (CD8^+^ CD3^+^ CD11b^−^) infiltrates in tumor transplants. Pearson’s correlation coefficients (*r*) associated probabilities are shown (*p* < 0.0001). **d** Percentage of Annexin V–7AAD^−^ neutrophils (*n* = 5, 2 healthy donors) cultured with conditioned media (CM) from the indicated RL-treated tumor cells. CM was added (1 : 1) to human neutrophil cultures for 24 h. Paired *t*-test with one-tailed *p*-value is shown (***p = 0.0002, **p = 0.009). **e** Mean fluorescence intensity (MFI) of CD11b^+^ neutrophils (*n* = 4, 2 healthy donors) cultured in CM from the indicated RL-treated tumor cells. CM was added (1 : 1) to human neutrophils cultures for 24 h. Paired *t*-test with one-tailed *p*-value is shown (***p = 0.0004, *p = 0.01). **f** Schematic overview of TAN (Ly6G^+^) depletion experiments in orthotopic RANK^+/+^ and RANK^−/−^ tumor transplants. Anti-Ly6G (clone 1A8) was administered i.p. before tumor cell injection (400 µg) and then once per week (100 μg) until the day of killing. **g** Latency to tumor formation of RANK^+/+^ and RANK^−/−^ tumor cells orthotopically implanted in syngeneic C57BL/6 animals and treated with anti-Ly6G depletion antibody or isotype control (*n* = 4 control and neutrophil-depleted RANK^+/+^ tumors, *n* = 8 control RANK^−/−^ tumors, *n* = 4 neutrophil-depleted RANK^−/−^ tumors). Box and whisker plots (box represents the median and the 25th and 75th percentiles, whiskers show the largest and smallest values) and *t*-test two-tailed *p*-values are shown. (*p = 0.028; **p = 0.007). **h** Graphs showing the percentage of TANs (Ly6G^+^ CD11b^+^, **p = 0.0012; ***p = 0.0003; ****p < 0.0001), leukocytes (CD45^+^; **p = 0.034), lymphocytes (CD11b^−^; **p = 0.048; ***p = 0.0008; ****p < 0.0001), TAMs (F4/80^+^ CD11b^+^, **p = 0.0019; ****p < 0.0001), CD8^+^ T cells (CD8^+^ CD3^+^ CD11b^−^, ***p = 0.0003, **p = 0.0014), and CD4^+^ T cells (CD8^−^ CD3^+^ CD11b^−^, *p = 0.0213, ***p = 0.001; ****p < 0.0001) (*n* = 4 control and neutrophil-depleted RANK^+/+^ tumors, *n* = 8 control RANK^−/−^ tumors, *n* = 4 neutrophil-depleted RANK^−/−^ tumors)^#^. ^#^Each dot represents one tumor. Mean, SEM, and *t*-test two-tailed *p*-values are shown (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 00001). Tumors of similar size were analyzed at endpoint (>0.2 cm^2^). For **d**, **e**, each dot represents a technical replicate from healthy donors. Representative dot blots are shown below.

To confirm the crosstalk between RANK activation in BC cells and neutrophils, we adopted an independent experimental approach by modulating RANK expression levels in human BC cells and directly testing in co-culture assays whether this influenced neutrophil survival and activation. MCF7 luminal BC cells that had undetectable RANK expression and were unresponsive to RL stimulation, were infected with RANK-overexpressing vectors (Supplementary Fig. 4c). Conversely, HCC1954 basal-like HER2^+^ cells, which, despite the low levels of RANK expression, are responsive to RL stimulation, were infected with two different short hairpin RNAs to downregulate RANK (Supplementary Fig. 4c). Corresponding changes in RANK expression and downstream targets (*BIRC3*, *ICAM1*, *NFΚB2*, and *RELB*) in these BC cells were confirmed by RT-PCR (Supplementary Fig. 4c).

BC cells were stimulated with RL for 1 h before co-culturing with neutrophils isolated from blood of healthy human donors (Supplementary Fig. 4d). MCF7-RANK tumor cells and HCC1954-shSCR cells increased neutrophil survival more than did their corresponding tumor cells lacking RANK (MCF7-GFP and HCC1954 shRANK, respectively) (Supplementary Fig. 4e). Conditioned medium (CM) from BC cells with higher level of RANK expression and activation was enough to increase the survival of neutrophils significantly more than CM from cells with low RANK (Fig. 3d). These neutrophils also presented a more mature/active phenotype based on the increased CD11b levels (Fig. 3e)^33^.

Finally, to confirm whether neutrophils are involved in the observed differences in latency between RANK^+/+^ and RANK^−/−^ tumor transplants and the crosstalk with T cells, Ly6G depletion assays were performed (Fig. 3f). Neutrophil depletion significantly delayed tumor appearance in RANK^+/+^ transplants with no effects in RANK^−/−^ transplants (Fig. 3g). Neutrophil depletion was confirmed in blood samples (Supplementary Fig. 4f, g). The frequency of TANs after depletion was reduced in RANK^+/+^ but not in RANK^−/−^ tumor transplants, in which TAN infiltration was much lower (Fig. 3h). Neutrophil depletion led to a significant increase in TILs, CD4^+^, and CD8^+^ T cells, and to a decrease in the frequency of TAMs infiltrating RANK^+/+^ transplants to levels comparable with those found in RANK^−/−^ transplants (Fig. 3h). A trend to increased levels of total leukocyte infiltration was also observed after neutrophil depletion (*p* = 0.06, Fig. 3h).

Altogether, these results suggest that RANK activation in tumor cells induces an immunosuppressive microenvironment that favors neutrophil survival, thus restricting T-cell immunity.

### RL inhibition in tumor cells increases responsiveness to immunotherapy

Despite the stronger anti-tumor immune response, RANK^−/−^ tumors eventually evade the immune response and grow. Increased expression of checkpoint regulators such as PD-1 in lymphoid cells and CTLA4 in CD4^+^ T cells was found in RANK^−/−^ relative to RANK^+/+^ tumors (Fig. 4a). The level of PD-L1 expression in RANK^−/−^ tumor cells was also higher than in RANK^+/+^ tumors (Fig. 4a). Tregs (FoxP3^+^ CD25^+^ CD4^+^ CD11b^−^) were more frequent in RANK^−/−^ than in RANK^+/+^ tumors, possibly as a result of the enhanced cytotoxic response, as reported elsewhere^34^ (Fig. 4a). These results suggest that the exacerbated T-cell response in RANK^−/−^ tumors may facilitate the induction of negative immune-checkpoint regulators and Tregs, evading immune surveillance and allowing tumor growth. This prompted us to investigate the effects of anti-PD-L1 and/or anti-CTLA4 checkpoints inhibitors in combination with the loss of RANK signaling. In RANK^+/+^ tumors early treatment (72 h after tumor implantation) with anti-RL did not affect tumor growth; however, anti-CTLA4 combined with anti-RL reduced tumor growth to a greater extent than did single anti-CTLA4 treatment (28.5% of implanted tumors did not even grow) (Fig. 4b, c). No benefit of combining anti-RL and anti-PD-L1 compared to anti-PD-L1 alone was observed in RANK^+/+^ tumors in the early setting (Fig. 4b, c).

**Fig. 4:**
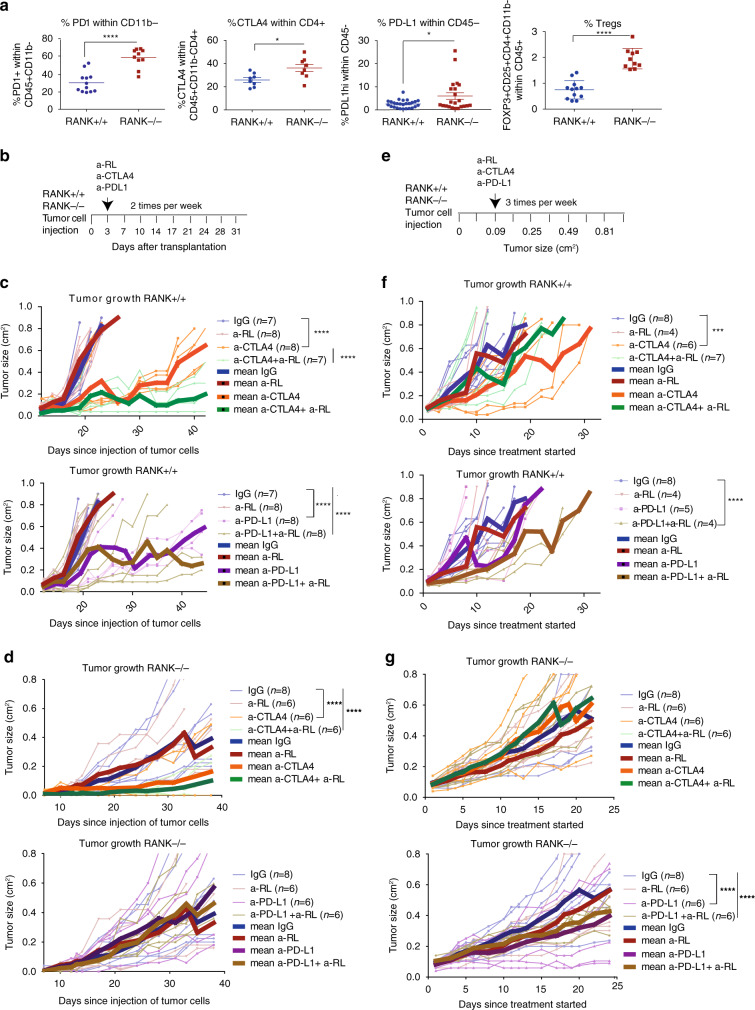
RANKL pharmacological inhibition reinforces anti-CTLA4 and anti-PD-L1 anti-tumor response in RANK^+/+^ but not in RANK^−/−^ tumors. **a** Graphs showing the percentage of PD-1^+^ cells within CD11b^−^ lymphocytes (*n* = 12 RANK^+/+^ tumors, *n* = 10 RANK^−/−^ tumors; PD-1^+^ within CD11b^−^CD45^+^; ****p < 0.0001), CTLA4 within CD4^+^ T cells (*n* = 8; CTLA4 within CD3^+^ CD8^−^CD11b^−^CD45^+^; *p = 0.0166), PD-L1 within tumor CD45^−^ cells (*n* = 26 RANK^+/+^ tumors, *n* = 22 RANK^−/−^ tumors; *p = 0.017), and Tregs (*n* = 12 RANK^+/+^ tumors, *n* = 10 RANK^−/−^ tumors; FoxP3^+^ CD25^+^ CD4^+^ CD11b^−^ within CD45^+^; ****p < 0.0001) in RANK^+/+^ and RANK^−/−^ transplants in syngeneic C57BL/6 mice. Each dot represents an individual tumor transplant derived from two to five different primary tumors. Mean, SEM, and *t*-test two-tailed *p*-values are shown (*p < 0.05; ****p < 0.0001). **b** Experimental scheme for early treatments with anti-RANKL (a-RL), anti-CTLA4, anti-PD-L1, or their respective isotype controls (rat IgG2A and mouse IgG2b). All treatments were administered i.p, two times/week, and started 3 days after injection of RANK^+/+^ and RANK^−/−^ tumor cells into the mammary gland of syngeneic C57BL/6 mice. **c**, **d** Tumor growth curves for early treatments (scheduled as in Fig. 4b) of RANK^+/+^ (**c**) and RANK^−/−^ (**d**) tumor cells injected in syngeneic C57BL/6. Each thin curve represents one single tumor. Each thick curve represents the mean of all the tumors that received the specific treatment. Linear regression analysis was performed and a two-tailed *p*-value was calculated to compare the tumor growth slopes after the specified treatments (****p < 0.0001). **e** Experimental scheme for late treatments with anti-RL, anti-CTLA4, anti-PD-L1, or their respective isotype controls (rat IgG2A and mouse IgG2b). All treatments were administered i.p., three times/week, and started when transplanted tumors reached a size of 0.09 cm^2^. **f**, **g** Tumor growth curves for late treatments (scheduled as in Fig. 4e) of RANK^+/+^ (**f**) and RANK^−/−^ (**g**) tumor cells injected in syngeneic C57BL/6. Each thin curve represents one single tumor. Each thick curve represents the mean of all the tumors that received the specific treatment. Linear regression analysis was performed and a two-tailed *p*-value was calculated to compare the tumor growth slopes after the specified treatments ***p = 0.0002; ****p < 0.0001).

Early treatment with anti-CTLA4, but not with anti-PD-L1 or anti-RL, significantly attenuated RANK^−/−^ tumor growth (66.7% of implanted tumors did not grow) compared with the isotype-treated control (Fig. 4d). Addition of anti-RL did not improve the response to anti-CTLA4 (or anti-PD-L1) in RANK^−/−^ tumors as did in RANK^+/+^ tumors, suggesting that the augmented benefit of the anti-RL/anti-CTLA4 combination was driven by inhibition of RANK signaling in tumor cells (Fig. 4d).

Next, we tested the effect of checkpoint inhibitors on the growth of already palpable, actively growing tumors (Fig. 4e). None of the RANK^+/+^ tumors responded to anti-PD-L1 or anti-RL as single agents but their combination significantly reduced tumor growth in 50% of the tumors (Fig. 4f). Anti-RL did not improve the response to anti-CTLA4 (Fig. 4f). In tumors lacking RANK, anti-PD-L1 treatment was more efficient than anti-CTLA4, but no improvement was observed after the addition of anti-RL (Fig. 4g), in contrast with the observations on RANK^+/+^ tumors.

Collectively, these results demonstrate that in this luminal-like BC, RL inhibition improves the anti-tumor response to anti-CTLA4 (in the early setting) and anti-PD-L1 (for established tumors) through inhibition of RANK signaling in the tumor cells.

### A short course of denosumab treatment in early-stage BC increased TILs

To confirm the immunomodulatory role of RANK pathway inhibition in the clinical setting, we analyzed denosumab-treated BC clinical samples from the D-BEYOND study (NCT01864798): a prospective, pre-operative window-of-opportunity, single-arm, multi-center trial assessing the effect of denosumab in premenopausal women with early-stage BC. Twenty-seven patients were included in this study and received two doses of denosumab 120 mg subcutaneously 1 week apart, followed by surgery. The median time interval between the first administration of denosumab and surgery was 13 days. No serious adverse events (AEs) were reported. All non-serious AEs are summarized in Supplementary Data 6, the most frequent being arthralgia (4/27 patients, 14.8%). Table 1 summarizes the clinicopathological features of the 24 patients subsequently analyzed. In brief, the median age at diagnosis was 45 years (range, 35–51 years); tumors of 19 patients were hormone receptor positive (79.2%), 4 were HER2^+^ (16.7%), and 1 was triple negative (4.2%). After treatment, serum levels of soluble homotrimeric form of RL (sRL) (unbound to denosumab) and C-terminal telopeptide (CTX), a surrogate marker for denosumab activity, decreased in all patients evaluated (*P* < 0.001, Fig. 5a), confirming the target inhibition. Given its correlation with clinical response in luminal BC^35–37^, the primary study endpoint was a geometric mean (GM) decrease in the percentage of Ki-67-positive cells. Secondary endpoints included tumor cell survival assessed by cleaved caspase-3, as well as tumor immune infiltration. There was no significant reduction in the percentage of Ki-67-positive cells (GM change from baseline; 1.07, 95% confidence interval (95% CI) 0.87–1.33, *P* = 0.485, Fig. 5a) and no absolute Ki-67 or cleaved caspase-3 responders were identified (Fig. 5a and Supplementary Fig. 5a).

**Table 1:** Clinicopathological features of the 24 evaluable patients.

N		24
Interval surgery-Denosumab	Median days (range)	13 (9–21)
Age	Median years (range)	44 (35–51)
Size	>2 cm	11 (45.8%)
Nodal status	Positive	4 (16.7%)
Histological grade	High	8 (33.3%)
Molecular subtypes	LumA	10 (41.7%)
	LumB	9 (37.5%)
	HER2	4 (16.7%)
	TNBC	1 (4.2%)
Immune response	Percentage of patients	11 (45.8%)

**Fig. 5:**
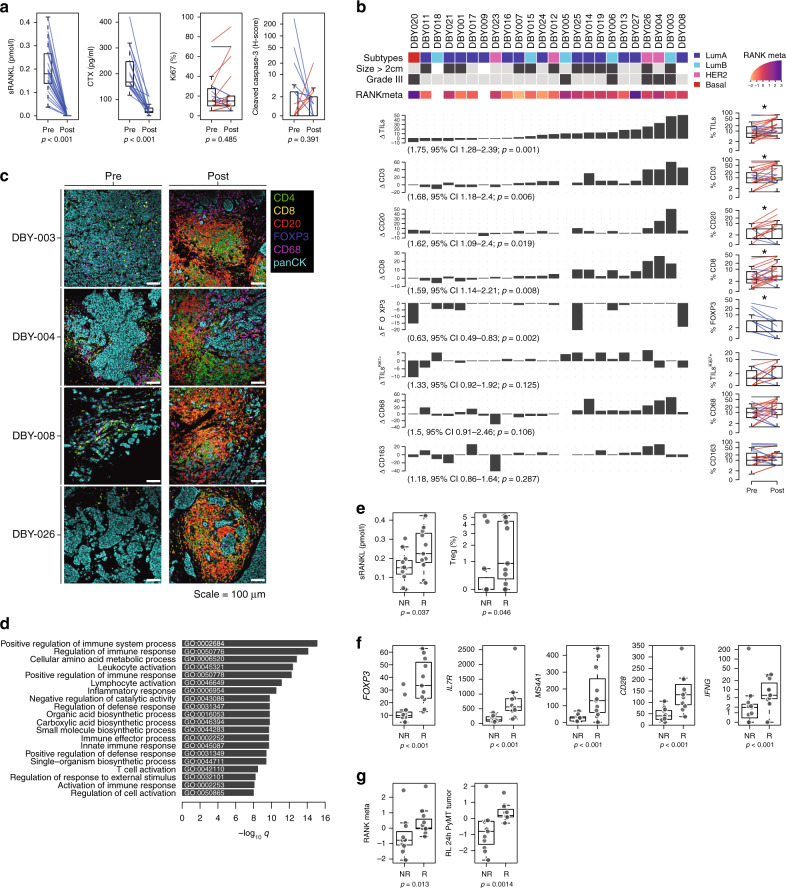
The immunomodulatory role of anti-RANKL in BC. **a** Change from baseline in serum levels of free-sRANKL (*n* = 23, *p* = 2.384e-07) and CTX (*n* = 17, *p* = 1.526e-05) (significance assessed by the two-tailed sign test), the percentage of Ki-67-positive cells (*p* = 0.485) and the staining of activated caspase-3 (*p* = 0.391) (H-score) (*n* = 24) (significance assessed by two-tailed paired *t*-tests). Boxplots display median line, IQR boxes, 1.5 × IQR whiskers, and data points. **b** Each bar plot shows the change from baseline (Δ; post- minus pretreatment values) of the immune parameters assessed using HE (TILs) and IHC (CD3, CD20, CD8, FOXP3, proliferative TILs (TILs^Ki67+^), CD68, and CD163). Each bar represents one patient, which are ranked by their increase in stromal TIL levels. Geometric mean changes, 95% CIs, and *p*-values are shown below each bar plot. For each measured parameter, the corresponding boxplot is displayed on the right-hand side. Boxplots display median line, IQR boxes, 1.5 × IQR whiskers, and data points. Tumor characteristics and tumor RANK metagene expression at baseline are shown above. p; *p*-values derived from two-tailed paired *t*-tests (*p < 0.05)^#^. **c** Representative micrographs of multiplex IHC of pre- and posttreatment tumor sections from the four patients with the highest immunomodulatory response. White scale bar, 100 μm. **d** Top 20 significantly enriched pathways after denosumab treatment, identified by GAGE. **e** Comparison of baseline serum levels of sRANKL between non-responders (NR; *n* = 13) vs. responders (R; *n* = 11) and comparison of baseline percentage of regulatory T cells (Tregs) as inferred from CIBERSORT. Boxplots display median line, IQR boxes, 1.5 × IQR whiskers, and data points. Significance determined by the two tailed Mann–Whitney *U*-test. **f** Comparison of baseline mRNA expression levels of indicated genes (normalized counts) between non-responder (NR; *n* = 11) and responder (R; *n* = 11) groups. Boxplots display median line, IQR boxes, 1.5 × IQR whiskers, and data points. Significance determined by the two-tailed Mann–Whitney *U*-test *p*-values: *FOXP3* (*p* = 1.61e − 05), *IL7R* (*p* = 1.53e − 07), *MS4A1* (*p* = 1.00E − 06), *CD28* (*p* = 5.63e − 06), *IFNG* (*p* = 4.15e − 05). **g** Comparison of baseline RANK metagene and RANKL-treated PyMT tumor acini-derived gene signature between non-responder (NR; *n* = 11) and responder (R; *n* = 11) patients. Significance determined by the two tailed Mann–Whitney *U*-test. For **a**, **b**: each colored line represents one patient and indicates increase (red), decrease (blue), or no change (black) relative to baseline. Note that all variables were analyzed for all patients, but values for some lines overlap or the indicated population was not detected. Boxplots display median line, IQR boxes, 1.5 × IQR whiskers, and data points. ^#^Responder patients are those with ≥10% increase in TIL infiltration after denosumab treatment. Significance determined by the two-tailed Mann–Whitney *U*-test.

Collectively, these data confirm that a short course of denosumab was associated with effective systemic RL inhibition, but not with a reduction in tumor proliferation or survival.

Next, we assessed the effect of denosumab on tumor immune infiltration in 24 available paired samples. Of note, similar to our preclinical model, we observed a significant increase in stromal and intratumoral lymphocyte levels after short exposure to denosumab (GM change from baseline: 1.75, 95% CI 1.28–2.39, *P* = 0.006 and 1.59, 95% CI 1.14–2.21, *P* = 0.008, respectively, Fig. 5b, c and Supplementary Fig. 5a). In particular, 11/24 patients (45.8%), including 6/14 luminal A, 3/5 luminal B, and 2/4 HER2^+^ cases, showed an immunomodulatory response defined as a ≥10 percent increase in stromal TILs (sTILs) in tumor samples, and therefore they were considered responders. Analyses of the percentage of Ki-67^+^ TILs suggested a trend to increase after denosumab treatment, particularly in responders (7/11) (Fig. 5b).

The composition of the immune infiltrate associated with denosumab treatment was analyzed by IHC in 23 available pairs of pre- and post-denosumab treatment tumor tissues (Fig. 5b and Supplementary Fig. 5a, b). These analyses revealed a significant increase in the percentage of T (CD3^+^) and B (CD20^+^) cells after denosumab treatment (GM change from baseline: 1.68, 95% CI 1.18–2.40, *P* = 0.006 and 1.62, 95% CI 1.09–2.40, *P* = 0.019, respectively) and increased levels of CD8^+^ T cells, validating our preclinical observations (GM change from baseline: 1.59, 95% CI 1.14–2.21, *P* = 0.008). Moreover, there was a significant decrease in FOXP3^+^/CD4^+^ Tregs cell frequency (GM change from baseline: 0.63, 95% CI 0.49–0.83, *P* = 0.002, Fig. 5b), even in patients with no increase in TILs. No significant differences in macrophage infiltration (CD68^+^ or CD163^+^) were observed (Fig. 5b and Supplementary Fig. 5a). Intratumoral immune population abundance was also quantified, and an increase of TILs and CD3^+^ T cells was observed (Supplementary Fig. 5a). These findings were illustrated using multiplex IHC of the top four tumors associated with the highest TIL increase (Fig. 5c).

To investigate the biological effect of denosumab in early BC further, we performed RNA sequencing (RNA-seq) on 22 available pre- and posttreatment tumor samples and identified 379 genes that were differentially expressed (Supplementary Data 7). In addition, we performed RNA-seq on 11 available pre- and post-treatment normal mammary samples. Only ten genes were differentially expressed between pre- and posttreatment normal samples (Supplementary Data 8) and all of them were also differentially expressed in the tumor tissue (Supplementary Data 7).  Pathway analysis using GO and GAGE in the tumor-derived RNA-seq data revealed the enrichment of several genes related to immune activation, immune cell migration, and cytokine-mediated signaling pathways (Fig. 5d and Supplementary Data 9 and 10). In line with these findings, the expression levels of several chemokines were increased after treatment, including that of the well-known CD8^+^ T-cell chemoattractants CCL4 and CXCL10^38,39^ (Supplementary Fig. 5c). No significant changes in RANK/RL at the protein (IHC) (Supplementary Fig. 5d, e) or at the gene expression levels (RNA-seq) (Supplementary Data 7 and 8) were found. Of note, no differences in genes related to immature mammary epithelial cell (MEC) populations (*ALDH1*) or related to estrogen receptor (ER) pathway (*ESR1*, *PR*, *BCL2*) both in tumor and normal samples, were observed (D-BEYOND secondary endpoints) (Supplementary Data 7 and 8).

To further explore the impact of denosumab treatment on the immune cell landscape of BC we used CIBERSORT^40^, a deconvolution method for inferring immune cell content from gene expression data. Consistent with the IHC results, this analysis confirmed the increase in the relative frequencies of CD8^+^ T cells, B cells, and CD4^+^ T cells, and the decrease in the frequencies of Tregs after denosumab treatment (Supplementary Fig. 5f). Despite the overall increase in immune infiltration, the relative frequency of macrophage infiltration was reduced after denosumab, particularly in responders (8/11) (Supplementary Fig. 5f), as observed in the mouse models. No significant changes in NK cells, dendritic cells, mast cells, neutrophils, and eosinophils were noted, because these populations may be too scarce to be captured properly by this method (Supplementary Fig. 5f). Of note, after denosumab treatment, neutrophils correlated negatively with sTILs (Supplementary Fig. 5g), and the neutrophil chemotaxis and migration pathways were modulated after denosumab treatment (Supplementary Data 9), supporting the preclinical findings.

To ensure that these changes are specific to denosumab treatment and not a consequence of the presurgical biopsy procedure, we interrogated the publicly available gene expression data of patients from the control arm (untreated) of the Peri Operative Endocrine Therapy - Individualizing Care (POETIC) study, a large BC window-of-opportunity study evaluating the role of perioperative aromatase inhibitor, for which gene expression data were obtained from presurgical biopsies and surgical specimens. Similar to the D-BEYOND study, biopsies were taken at diagnosis and 2 weeks later, at the time of surgery. The comparison of surgery and biopsy samples from the POETIC study did not reveal any enrichment of immune cells assessed by CIBERSORT or an immune pathway, as assessed by GAGE analyses (Supplementary Fig. 5h and Supplementary Data 11). Together, our results indicate that a short course of denosumab enhances immune infiltration as determined by the increased levels of TILs, B and T lymphocytes, and CD4^+^ and CD8^+^ T cells in luminal and HER2^+^ breast tumors, validating the clinical relevance of the findings in the preclinical models.

### RANK pathway activation in tumors and circulating sRL levels predict denosumab’s immune effect

Finally, we investigated the baseline features associated with the immunomodulatory effect of denosumab. We identified 11 responder (R) cases, defined by a ≥10% increase in TIL infiltration after denosumab treatment and 13 non-responder (NR) cases. No associations were found between any baseline clinicopathological features and the immune modulation induced by denosumab (Supplementary Data 12). Of the characteristics compared between R and NR patients, high sRL serum levels, a high percentage of Tregs measured by CIBERSORT, and the presence of intratumoral FOXP3+ cells measured by IHC, were significantly associated with increased TIL infiltration after denosumab treatment (Fig. 5e and Supplementary Data 12). CD20 IHC staining at baseline was also associated with response, but this finding was not corroborated by CIBERSORT (Supplementary Data 12). A differential gene expression analysis using RNA-seq data from biopsy samples evidenced 42 genes expressed at higher levels in R than in NR, including *FOXP3*, *IL7R*, *MS4A1* (CD20), *CD28*, and *IFNG* (Fig. 5f and Supplementary Data 13), and the enrichment of genes involved in lymphocyte activation and immunoglobulin production in R patients (Supplementary Data 14), which may be indicative of an enhanced immune response.

RANK and RL expression determined by IHC was not predictive of the immunomodulatory effects of denosumab (Supplementary Fig. 6a). However, as it has been reported that RANK IHC is an unreliable tool to detect RANK protein on breast tumor samples^41^, we computed RANK and RL metagenes to increase the potency and reliability of RANK and RL detection. These metagenes included the expression levels of the top 100 genes that are co-expressed at baseline with *RANK* and *RANKL* mRNA, respectively (see “Methods” and Supplementary Data 15). Importantly, high expression level of RANK metagene in the tumors at baseline (Fig. 5g), but neither RL metagene nor individual gene expression of *RANK* or *RANKL*, is predictive of denosumab-induced immune response (Supplementary Fig. 6b).

GO analyses showed that the RANK metagene includes genes associated with nuclear factor-κB (NF-κB) pathway activation, as well as with immune response (Supplementary Fig. 6c). Indeed, the RANK metagene strongly correlated with several public signatures of the RANK and NF-κB pathways, as well as with RL-induced genes in mouse MECs (wild type (WT) and Rank overexpressing) and PyMT tumor cells (Supplementary Fig. 6d and Supplementary Data 16). These results demonstrate that RANK metagene captures RANK pathway activation and support the relevance of the PyMT model. Accordingly, tumors responding to denosumab presented at baseline higher scores for these RL-driven genes in mouse MECs and PyMT tumor cells (Fig. 5g and Supplementary Fig. 6e), and RANK and NF-κB pathway gene signatures (Supplementary Fig. 6f). Thus, tumors with increased RANK pathway activation at baseline are more likely to show increased TILs after RL inhibition, corroborating the preclinical findings: inhibition of RANK signaling in tumor cells contributes to the immunomodulatory effect of denosumab in BC.

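Gene expression after RL stimulation was measured in primary cultures of PyMT tumor cells from 3 mice, called tumors 1, 2 and 3 here. For each tumor, RNA from a culture treated with RL for 24 h and RNA from an untreated control culture were labeled with different dyes and hybridized together on 1 Agilent mouse gene expression array, which gave 3 arrays and 6 channels. RL was added 24 h after plating. The methods give its dose as 1 µg/mL and the deposited labels give 1000 µg/mL. The authors deposited the intensities that Agilent's Feature Extraction software read from each spot, together with their own normalized log2 ratios. These arrays come from another GEO series than the one that the paper's data availability statement names for its preclinical microarrays, and they were matched to this experiment by their labels. All 3 arrays lay on 1 slide and were read in 1 scan. Beside 3671 control spots, each array held 59305 spots with 55681 distinct probes. The software marked 204, 195 and 223 probe spots of tumors 1, 2 and 3 as outliers, and these were left out. The median spot intensity of tumors 1, 2 and 3 was 42, 43 and 45 in Cy3, over a local background of 31, 34 and 36. In Cy5 it was 96.5, 99 and 100.5, over a local background of 70, 71 and 73. Between 54.6% and 56.2% of the probes were well above background in a channel. Intensities were corrected for background with normexp at an offset of 50, normalized within each array by intensity-dependent and spatial loess, and normalized between arrays with Aquantile. The offset compresses the ratios of dim genes. Each ratio was expressed as RL over control. Probes well above background in all 3 control channels or in all 3 RL channels were kept, and the brightest probe stood for each gene. This left 29429 probes for 21743 genes and transcripts, of which 14043 were named through the RefSeq table of GRCm38.p6. Differences were tested with limma and Benjamini-Hochberg adjustment. The number of arrays limits the precision of all values.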

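Supplementary Data 16 lists 100 RL-induced genes of PyMT tumor cells, of which 94 had a probe on the array and 93 were tested. The mean of the 3 tumors was higher with RL for all 93 genes, from a log2 change of 0.03 for AW554918 to 1.01 for C3. In all 3 tumors, 83 of these genes were higher with RL. The median log2 change of the list was 0.39, and it was 0.66 in tumor 1, 0.27 in tumor 2 and 0.30 in tumor 3. The central 95% of the medians of 10000 random lists of the same size, matched on intensity, lay between −0.03 and 0.02. The adjusted p of limma's camera test over 19 gene sets was 3.09e-78 with a preset correlation of 0.01 between genes. It was 0.272 with fry and 0.45 with a correlation estimated from the 3 arrays. The preset takes genes as nearly independent, so its p does not measure how far the list as a whole varies between tumors. By limma, 1 gene of the list, Ubd, passed the adjusted p of 0.05 over all genes tested. Adjusted over the list alone, 86 genes passed. The count over all genes moved most when tumor 2, the only array with RL in Cy5, was left out, and was then 81. Centering each array on its median in place of loess left 22 genes of the list above 0 in all 3 tumors, but this moved the median of all genes to −0.11, and the adjusted p of camera was then 1.8e-115. Across the genes of the list, which are not independent replicates, the position in the list and the mean log2 change had a Spearman's rho of −0.908 and a Pearson's r of −0.842. The median log2 change was 0.73 over the first 10 genes listed and 0.31 over the last 10. Among the 100 named genes with the largest mean rise, 80 are in the list. The supplement titles the list as the top 100 genes raised after RL, and Fig. 5g describes it as derived from PyMT tumor acini treated with RL, the treatment measured here. As its order follows the mean change on these arrays, none of these counts, medians and tests of the list is independent evidence. From the correlation of the RANK metagene with these genes and with the other signatures, the paper concludes that the metagene captures RANK pathway activation. The scores of the patients' tumors were not analysed here.

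**Figure D1:**
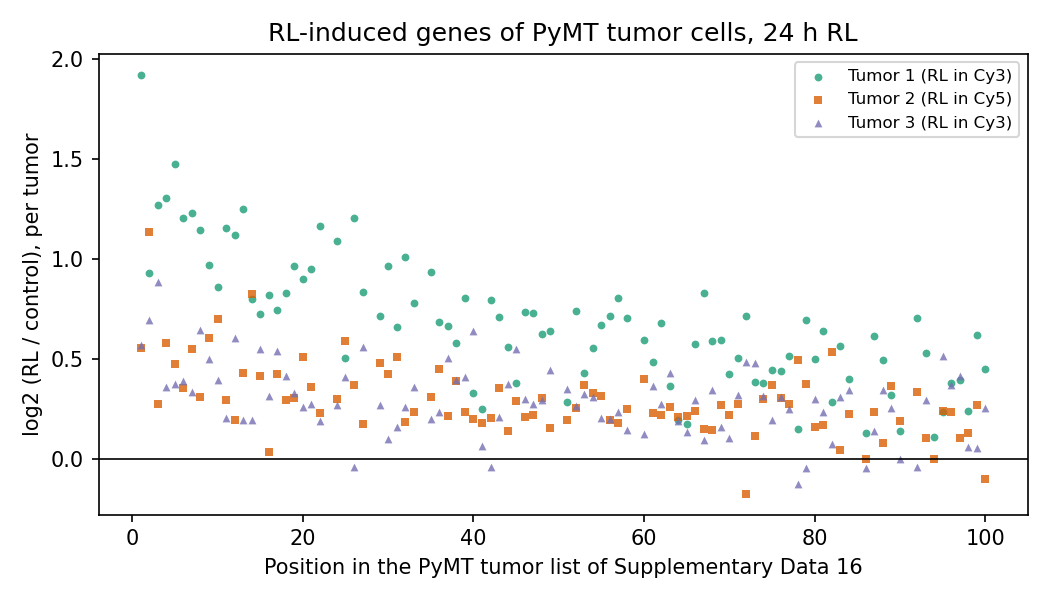
log2 ratio of RL over control (vertical axis) of each tested gene of the PyMT tumor list against its position in Supplementary Data 16 (horizontal axis), with 1 point per gene and tumor. Points lie above 0 for 93 genes in tumor 1, 91 genes in tumor 2 and 85 genes in tumor 3.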

Together, these results indicate that higher RANK pathway activation, soluble RL, and the presence of Tregs at baseline are predictive biomarkers of the immunomodulatory response induced by denosumab in BC patients.

## Discussion

Several studies have shown the prognostic and predictive value of TILs, especially in HER2^+^ and triple-negative BC^42,43^. However, TILs continue to be infrequent in most luminal breast tumors. The identification of a therapy that could convert immune “cold” tumors into “hot” ones would represent a major step towards the development of immune-related therapies. Based on our clinical and preclinical findings, denosumab appears to be just this type of promising therapeutic agent. This question is particularly relevant for luminal BC, which is poorly infiltrated and insensitive to immunotherapies.

The results of the D-BEYOND clinical trial provide strong evidence of the immunomodulatory effect of denosumab in luminal early BC and identify predictive biomarkers of response. The mouse genetic studies demonstrate that inhibition of RANK signaling in the tumor cells increases TILs and CD8^+^ T-cell infiltration, and attenuates tumor growth. Mechanistically we found that activation of RANK signaling in tumor cells induces a proinflammatory microenvironment that favors survival of TANs and restricts T-cell anti-tumor response.

The strength of our work resides in the fact that two independent studies, a clinical trial and preclinical research on tumor-prone mouse models, equally conclude that the inhibition of RANK signaling increases the anti-tumor immune response and set the basis for additional trials combining denosumab with immunotherapy in presumably immune “cold” luminal BC.

Although the clinical trial primary efficacy endpoint was not met, as tumor cell proliferation was not reduced, a short course of denosumab did induce an increase in the levels of TILs, T and B cells, and CD8^+^ T-cell infiltration. In contrast with the increased levels of T cells and CD8^+^ T cells, which were associated with enhanced TIL infiltration, the reduction of Tregs was observed equally in R and NR cases, indicating  that it may be driven by additional systemic effects of denosumab, rather than by the loss of RANK signaling in the tumor cells, as suggested by the different results seen in RANK^−/−^ tumors.

Importantly, preclinical genetic mouse approaches evidence that the main immunomodulatory changes induced by denosumab in D-BEYOND—increased in TILs and CD8+ T cells—are replicated when RANK is lost specifically in the tumor compartment. In addition, they add functional relevance to the changes in immune infiltration, as T lymphocytes and CD8+ T cells are responsible for the delayed tumor onset and reduction of tumor-initiating ability observed in RANK-null tumors. In contrast, RANK loss in myeloid cells does not change the tumor immune infiltration. In the PyMT mouse model, the frequency CD8^+^ T cells also increases after systemic anti-RL treatment and the CD4/CD8 ratio was reduced, but no differences in total leukocyte or lymphocyte infiltration were observed. Differences with the D-BEYOND results might be due to drug-specific aspects, treatment schedule, or tumor divergences.

RANK expression in tumor cells led to a significant increase in the levels of several cytokines and chemokines involved in macrophage and neutrophil recruitment and polarization^28,44,45^, in line with the increased infiltration of TAMs and TANs in RANK^+/+^ tumors. Indeed, we found that RANK-expressing human BC cells promote survival of inflammatory neutrophils. Neutrophil depletion significantly delayed tumor appearance in RANK^+/+^, but not in RANK^−/−^ models, supporting a pro-tumorigenic role for neutrophils recruited by RANK^+/+^ tumor cells. Neutrophils have different polarization states and can promote tumorigenesis and metastasis^46^. Our mouse and human data are consistent with the previously reported negative correlation of TANs and CD8^+^ T-cell infiltration in NSCLC^47^. Neutrophils have a well-defined role in the suppression of the action of CD8^+^ T cells^48^. Our results demonstrate that RANK activation in tumor cells increases neutrophil survival and activation inducing an immunosuppressive environment, which could restrict the cytotoxic T-cell response. These findings support the connection between RANK activation in tumor cells, neutrophils, and CD8^+^ T cells (see Fig. 6).

**Fig. 6:**
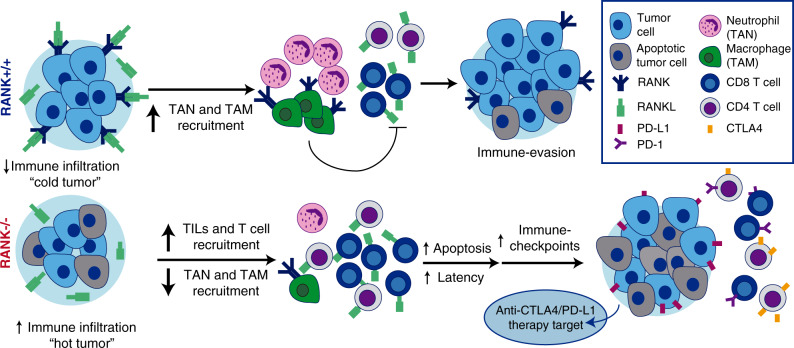
The RANK pathway as immune modulator in breast cancer. RANK expression in luminal breast cancer cells leads to the expression of proinflammatory cytokines/chemokines favoring recruitment of TAMs and TANs, immunosuppressive population that interfere with lymphocyte T-cell recruitment and/or activity. Denosumab (anti-RANKL) or RANK signaling inhibition results in increased TILs, lymphocytes, and CD8+ T-cell infiltration, transforming immune “cold” tumors into “hot” ones and attenuating tumor growth. Eventually, the exacerbated immune response driven by RANK inhibition will induce the expression of immune checkpoints evading immune surveillance and allowing tumor growth. These results support the benefit of combining RANKL and immune-checkpoint inhibitors in luminal breast cancer.

A critical aspect of current and future clinical trials is the selection of BC patients who may benefit from denosumab treatment, considering the limitations of the RANK IHC. We demonstrate that the RANK metagene we generated, captures RANK activation and predicts the denosumab-driven increase in TILs in BC. Higher RANK metagene, RANK/NF-κB activation in the tumors, and soluble RL at baseline could be better biomarkers than the individual expression levels of RANK or RL for the selection of BC patients who might benefit from denosumab treatment.

The D-BEYOND trial has some limitations, such as the small sample size, the inclusion of only premenopausal patients, and the limited number of triple-negative and HER2^+^ cases. Whether the immunomodulatory response associated with RL inhibition could also be effective in postmenopausal patients will be addressed in the ongoing trial: D-BIOMARK (NCT03691311). It will be also worth reassessing the clinical outcome of two recent large phase III trials of adjuvant denosumab in early BC, D-CARE, and ABCSG-18, according to the predictive biomarkers we defined as follows: baseline RANK metagene, sRL levels, and the presence of Tregs. The D-CARE study reported no differences in disease-free survival (DFS), whereas the ABCSG-18 trial showed DFS improvement in postmenopausal patients^49–51^.

Results in the RANK^−/−^ mouse tumors suggest that up-regulation of negative checkpoints and Tregs occurs as a consequence of a proinflammatory, anti-tumor IFNγ-enriched microenvironment^34,52^, and may allow RANK^−/−^ tumor cells to evade immune surveillance and grow. The blockade of CTLA4 and PD-1/PD-L1 has revolutionized treatment of highly immunogenic tumors such as melanoma and NSCLC^21,22^ but, so far, results in BC have been restricted to basal-like tumors in combination with radiotherapy or chemotherapy^23^.

CTLA4 blockade affects mainly the priming phase of the immune response, whereas PD-L1 inhibition works mostly during the effector phase to restore the immune function of previously activated T cells^53^. In both scenarios, we have shown an increased benefit after the addition of RL inhibitors to immune checkpoints in RANK^+/+^ tumors, which is highly relevant in poorly immunogenic tumors such as luminal BC. Importantly, the combined treatments show no increased benefit in RANK^−/−^ tumors, indicating that it is driven by the inhibition of RANK signaling in tumor cells. This is a novel mechanism of action, as previous preclinical studies reporting the benefit of the combination were done in melanoma and colon cancer cell lines highly responsive to immunotherapy but lacking RANK expression^54,55^. Although we cannot rule out that denosumab may have additional systemic effects, our findings support that a tumor cell-driven effect contributes to the immunomodulatory effect of denosumab in BC.

The benefit of the combined effect of anti-RL and immune-checkpoint inhibitors will be investigated in the CHARLI trial (NCT03161756), a phase I/II study of the effect of denosumab in combination with nivolumab (an anti-PD-1), with or without ipilimumab (anti-CTLA4), in metastatic melanoma patients, and in the POPCORN trial (ACTRN12618001121257), which will evaluate immune changes in NSCLC patients treated with nivolumab alone or in combination with denosumab. Clinical and preclinical evidence shown in this work encourage the initiation of similar trials in BC.

In summary, compelling clinical and preclinical data reveal an unexpected immunomodulatory role for RANK pathway in luminal early-stage BC and demonstrate denosumab to be a promising agent for enhancing the immune response in luminal BC alone or in combination with immune-checkpoint inhibitors.

## Methods

### Animals and in vivo treatments

All research involving animals was performed at the IDIBELL animal facility in compliance with protocols approved by the IDIBELL Committee on Animal Care and following national and European Union regulations. MMTV-PyMT (FVB/N-Tg(MMTV-PyVT)634Mul) were acquired from the Jackson Laboratory^24^ and RANK^+^^/−^ (C57Bl/6) mice from Amgen, Inc.^12^. MMTV-PyMT; RANK^−/−^ mice were obtained by backcrossing the MMTV-PyMT (FvB/N) strain with RANK^+/^^−^ mice into the C57BL/6 background for at least ten generations. RANKflox/flox (RANK^fl/fl^) were provided by Dr. Joseph Penninger^56^ and crossed with either MMTV-PyMT^−/+^ or LysM-cre mice (MGI: 1934631) all in C57Bl/6 background. The athymic nude *Foxn1*^*nu*^ mice were obtained from Envigo. For RANK depletion in the MMTV-PyMT^−/+^ RANK^fl/fl^ tumors, cells were plated in vitro and infected with lentivirus produced in HEK293T cells. Lentiviral packaging plasmids psPAX2 (Addgene, 12260) and pMD2.G (Addgene, 12259), with either control pLVX-IRES-ZsGreen1 vector (Addgene, 632187), or pLVX-Cre-IRES-ZsGreen1, kindly provided by Dr. Alejandro Vaquero, were used, following Addgene’s recommended protocol for lentiviral production. Tumor cells were cultured for 16 h with 1:3 virus-containing medium and, 72 h later, infected cells were FACs-sorted for zsGreen expression before being injected into syngeneic hosts.

RANK-Fc (10 mg/kg, Amgen) was injected subcutaneously three times a week^3,4^. Therapeutic anti-RL (clone IK22/5), anti-CTLA4 (clone 9D9), anti-PD-L1 (clone 10 F.9G2), and isotype control rat IgG2A (clone 2A3) and mouse IgG2b (clone MCP-11) were obtained from BioXCell, and 200 μg were administered intraperitoneally twice per week for treatments starting 72 h after tumor cell injection or three times per week for treatments of established tumors (size > 0.09 cm^2^). For depletion experiments, anti-CD8 (300 μg, clone 53-5.8), anti-NK1.1 (200 μg, clone PK136), anti-Ly6G (first injection 400 µg, 100 μg thereafter, clone 1A8), and isotype controls mouse IgG2a (clone C1.18.4) and rat IgG1 (clone TNP6A7) were injected intraperitoneally. Treatment was administered on days −1, 0, 3, and 7 after tumor cell injection, and then once per week until experimental endpoint for CD8 and NK depletion. For neutrophil depletion, aLy6G was injected on day −1 and thereafter three times weekly. In all cases, mice were euthanized before tumors exceeded 10 mm in any dimension. Euthanasia was performed by CO_2_ inhalation. Blood samples were taken flow cytometry analyses to check the depletion 7–10 days and 14–20 days after the first injection. Animals were randomized before beginning the treatment schedule. Mice were kept in individually ventilated and open cages and food and water were provided ad libitum.

### Mouse tumor-cell isolation and tumor-initiation assays

Draining lymph nodes were removed and fresh tissues were mechanically dissected with a McIlwain tissue chopper and enzymatically digested with appropriate medium (Dulbecco’s modified Eagle’s medium (DMEM) F-12, 0.3% collagenase A, 2.5 U/mL dispase, 20 mM HEPES, and penicillin–streptomycin 1×) for 40 min at 37 °C. Samples were washed with Leibowitz L15 medium containing 10% fetal bovine serum (FBS) between each step. Erythrocytes were eliminated by treating samples with hypotonic lysis buffer (Lonza Iberica). Single cells were isolated by treating with trypsin (PAA Laboratories) for 2 min at 37 °C. Cell aggregates were removed by filtering the cell suspension with a 70 μm filter and counted. For orthotopic transplants and tumor-limiting dilution assays tumor cells isolated from PyMT;RANK^+/+^ or PyMT;RANK^−/−^ (C57BL/6) mice were mixed 1:1 with Matrigel matrix (BD Biosciences) and orthotopically implanted in the inguinal mammary gland of 6–10-week-old syngeneic females or *Foxn1*^*nu*^ females. Mammary tumor growth was monitored by palpation and caliper measurements three times per week. Lymph nodes were treated with hypotonic lysis buffer and then mashed through a 70 μm cell strainer to isolate single cells.

### Flow cytometry

Single cells from tumors or lymph nodes were resuspended and blocked with phosphate-buffered saline 2% FBS and blocked with FcR blocking reagent (Miltenyi Biotec) for 10 min on ice and incubated for 30 min on ice with the corresponding surface antibodies as follows: CD45-APCCy7 (0.125 μg/mL; 30-F11), CD11b-APC (2.5 μg/mL; M1/70), CD11b-PECy7 (2.5 μg/mL; M1/70), CD8-PE (1 μg/mL; 53-6.7), CD8-FITC (8 μg/mL; 53-6.7), CD4-PE-Cy7 (2 μg/mL; RM4-5), CD25-APC (2 μg/mL; PC61), Ly6C^-^FITC (1.25 μg/mL; HK1.4), Gr1-FITC (2 μg/mL; RB6-8C5), Ly6G-PECy7 (1.25 μg/mL; 1A8), F4/80-PE (1.25 μg/mL; BM8), CD3-PerCPCy5.5 (3.2 μg/mL; 145-2C11), CD3-APC (3.2 μg/mL; 145-2C11), Siglec-F-PerCP-Cy™5.5 (4 μg/mL, E50-2440), CD19-PE (2.5 μg/mL, 6D5), NK1.1-PE (2.5 μg/mL; PK136), PD^−^^1^-PE (10 μg/mL; 29 F.1A12), PD-L1-PECy7 (1.25 μg/mL; 10 F.9G2), and anti-human CD11b^−^PECy7 (0.8 μg/mL; M1/70) from BioLegend. Apoptosis and necrosis were evaluated using the Annexin V Apoptosis Detection Kit (640930, BioLegend). 7AAD or LIVE/DEAD™ Fixable Green Dead Cell Stain Kit (488 nm) from ThermoFisher was added in the various antibody combinations to remove dead cells. The following antibodies were used for intracellular staining: IFNγ-PE (2 μg/mL; XMG1.2); CTLA4-PerCPCy5.5 (10 μg/mL; UC10-4B9) and CTLA4-PECy7 (5 μg/mL; UC10-4B9) from BioLegend; and FOXP3-FITC (10 μg/mL; FJK-16s) and IL-12-FITC (2 μg/mL; C17.8) from eBioscience. Single-cell suspensions were stimulated in Leibowitz L15 medium containing 10% FBS, 10 ng/mL phorbol 12-myristate 13-acetate (PMA), 1 μg/mL ionomycin, and 5 μg/mL brefeldin A (for IFNγ and CTLA4) or just 5 μg/mL brefeldin A (for IL-12) for 4 h at 37 °C. Surface antibodies were stained first, then fixed with paraformaldehyde (PFA) 4% (in the case of cytokines) or Fixation Reagent of the Foxp3/Transcription Factor Staining Buffer Set from eBioscience (in the case of FOXP3), and permeabilized using Permeabilization Buffer of the Foxp3/Transcription Factor Staining Buffer Set from eBioscience. The intracellular proteins were then stained. FACS analysis was performed using FACS Canto and Diva software. Cells were sorted using MoFlo (Beckman Coulter) at 25 psi with a 100 μm tip.

Blood samples were collected in tubes containing heparin and stained with CD45-APC-Cy7 (0.125 μg/mL; 30-F11), CD11b^-^APC (2.5 μg/mL; M1/70), CD3-PerCPCy5.5 (3.2 μg/mL; 145-2C11), CD8-PE (1 μg/mL; 53-6.7), NK1.1-PE (2.5 μg/mL; PK136), Ly6G-PECy7 (1.25 μg/mL; 1A8), and Gr1-FITC (2 μg/mL; RB6-8C5) for 30 min at room temperature (RT) in the dark. Versalyse (Beckman Coulter) containing 0.1% PFA was added to the samples and incubated for 10 min at RT in the dark before passing them through the cytometer.

### IHC in mouse tumor tissues

Mouse tissue samples were fixed in formalin and embedded in paraffin. Three-micrometer sections were cut for histological analysis and stained with hematoxylin and eosin (HE). Three-micrometer tissue sections were used for immunostaining. Primary antibody was incubated overnight at 4 °C, detected with biotinylated secondary antibodies and streptavidin horseradish peroxidase (Vector), and revealed with DAB substrate (DAKO). CD3 and CD8 immunostaining was performed in the Histopathology Core Unit of the Spanish National Cancer Research Centre (CNIO, Madrid, Spain), using antibodies CD3 (clone M20 from Santa Cruz Biotechnology) and CD8 (clone 94 A from the Monoclonal Antibodies Core Unit of the CNIO). For RANK IHC, antigen retrieval was performed with Protease XXIV at 5 U/ml for 5 min (P8038, Sigma) and the anti-RANK (R&D AF692, 1:200).

### Real-time PCR

Total RNA was extracted with Tripure Isolation Reagent (Roche) or Maxwell RSC Simply RNA Tissue kit (AS1340, Promega). Frozen tumor tissues were fractionated using glass beads (Sigma-Aldrich) and the PrecCellys® 24 tissue homogenizer (Berting Technologies), and Polytron PT 1200e (Kinematica). cDNA was produced by reverse transcription using 1 μg of RNA in a 35 μL reaction with random hexamers following the kit instructions (Applied Biosystems). In the case of sorted cells, RNA was retrotranscribed with Superscript II Reverse Transcriptase in a 20 µL reaction carried out according to the manufacturer’s instructions (ThermoFisher). cDNA (20 ng/well) for whole tumors were analyzed by SYBR green real-time PCR with 10 μM primers using a LightCycler® 480 thermocycler (Roche). Analyses were performed in triplicate. *Hprt1* was used as the reference gene. The following primer pairs were used for each gene: *Hprt1*, 5′-TCAGTCAACGGGGGACATAAA-3′, 5′- GGGGCTGTACTGCTTAACCAG-3′; *Prf1*, 5′-CTGGATGTGAACCCTAGGCC-3′, 5′-GCGAAAACTGTACATGCGAC-3′; *Ifnγ*, 5′-CACGGCACAGTCATTGAAAG-3′, 5′-CCATCCTTTTGCCAGTTCCTC-3′; *Il-1β*, 5′-CAACCAACAAGTGATATTCTCCATG-3′, 5′-GATCCACACTCTCCAGCTGCA-3′; *Casp4*, 5′-AATTGCCACTGTCCAGGTCT-3′, 5′-CTCTGCACAACTGGGGTTTT-3′; *S100a9*, 5′-TCAGACAAATGGTGGAAGCA-3′, 5′-GTCCTGGTTTGTGTCCAGGT-3′.

For human cell line samples, the following primer sequences were used:

*PPIA*, 5′-GGGCCTGGATACCAAGAAGT-3′, 5′-TCTGCTGTCTTTGGGACCTT-3′; *BIRC3*, 5′-GGTAACAGTGATGATGTCAAATG-3′, 5′-TAACTGGCTTGAACTTGACG-3′; *ICAM1*, 5′-AACTGACACCTTTGTTAGCCACCTC-3′, 5′-CCCAGTGAAATGCAAACAGGAC-3′; *NFkB2*, 5′-GGCGGGCGTCTAAAATTCTG-3′, 5′-CCAGACCTGGGTTGTAGCA-3′; *RELB*, 5′-TGTGGTGAGGATCTGCTTCCAG-3′, 5′-TCGGCAAATCCGCAGCTCTGAT-3′.

### Mouse RNA labeling and hybridization to Agilent microarrays

Hybridization to the SurePrint G3 Mouse Gene Expression Microarray (ID G4852A, Agilent Technologies) was conducted following the manufacturer’s two-color protocol (Two-Color Microarray-Based Gene Expression Analysis v. 6.5, Agilent Technologies). Dye swaps (Cy3 and Cy5) were performed on RNA amplified from each sample. 

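On the 3 arrays of the PyMT tumor cultures, each tumor was hybridized once. RL samples were labeled with Cy3 in tumors 1 and 3 and with Cy5 in tumor 2, so the dyes were exchanged between tumors and not within a tumor. The log2 ratios of RL over control were compared between tumors across 21721 genes and transcripts with a value on all 3 arrays. These genes are not independent replicates. Pearson's r was 0.453 between tumors 1 and 3, which have the same dye order. Between tumor 2 and tumors 1 and 3 it was −0.112 and −0.108. From the covariances of the arrays, the variance shared in the direction of the dyes was 0.0088 and that shared in the direction of RL was 0.00583, in squared log2 units. The ratio was above 0 in all 3 tumors for 3064 genes (14.1%) and below 0 in all 3 for 2947 (13.6%), where independent arrays would give 12.5% each, which these arrays are not. Taken from the scanner software's own processed signals, r was 0.329 between tumors 1 and 3, and 0.00383 and 0.00541 between tumor 2 and tumors 1 and 3.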

Microarray chips were then washed and immediately scanned using a DNA Microarray Scanner (Model G2505C, Agilent Technologies).

### Tumor acinar cultures and cytokine array

Isolated tumor cells coming from RANK^+/+^ or RANK^−/−^ transplants were seeded on top of growth factor-reduced matrigel (one million cells/well in six-well plates) in growth medium (DMEM-F-12, 5% FBS, 10 ng/mL of epidermal growth factor (EGF), 100 ng/mL cholerin toxin, 5 μg/mL insulin and 1x penicillin/streptomycin).

For cytokine arrays, tumor supernatants were collected 72 h after plating. A pool of three supernatants derived from three independent tumor transplants and primary tumors was used for the analyses. Multiplex quantification of cytokines and chemokines of supernatants collected from 3D acinar cultures was performed using the Mouse Cytokine Array C1000 (RayBiotech) following the manufacturer’s instruction and using the recommended ImageJ plug-in. To detect genes affected by RANK activation, 1 µg/mL RL was added 24 h after tumor plating. 

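With RL, the transcript of RANK (Tnfrsf11a) had a log2 change of 0.05 (SE 0.07, n = 3 tumors), which became −0.10 when arrays were centered on their median. The transcript of RL (Tnfsf11) had a log2 change of 0.07 (SE 0.08), and its control channel was well above background on 2 of the 3 arrays. Over the other settings its log2 change lay between 0.004 and 0.43. Nfkb2 had a log2 change of 0.63 (SE 0.17, adjusted p = 0.422 from limma), with 1.25 in tumor 1, 0.43 in tumor 2 and 0.20 in tumor 3, and a log2 change of 0.31 without tumor 1. Its pfp by rank product was 0.0273, and with a dye term in limma its adjusted p was 0.00186. Relb, Icam1 and Birc3 had log2 changes of 0.55, 0.49 and 0.44, and each was higher in all 3 tumors with an adjusted p of at least 0.226 from limma. Relb was 1.15, 0.29 and 0.21 in tumors 1, 2 and 3, and 0.25 without tumor 1. The pfp of Relb, Icam1 and Birc3 was 0.07, 0.0506 and 0.122, and their adjusted p from limma with a dye term was 0.00666, 0.000396 and 0.00103. Casp4 and Il1b were also higher in all 3 tumors, with log2 changes of 0.45 and 0.28 and a pfp of 0.0330 and 0.394. Each had an adjusted p of 0.393 from limma, and with a dye term 0.00548 and 0.0810. Casp4 was 0.69, 0.07 and 0.60 in tumors 1, 2 and 3, so it rose little on the only array with RL in Cy5. Il1b was dim, with a mean log2 intensity of 6.71. Cxcl10 had a log2 change of 0.50 (SE 0.07) and a pfp of 0.0115, and its control channel was well above background on 2 of the 3 arrays. Tnf had a log2 change of 0.32 (SE 0.14), with 0.79 in tumor 1 and −0.04 in tumor 3, and 0.08 without tumor 1. The reference gene Hprt had a log2 change of 0.06 (SE 0.08), which was −0.13 with median centering and −0.01 without tumor 2. Ccl3, S100a9, Il1a, Ccl11, Kitl, Cd274, Cxcl12 and Csf1 had log2 changes between −0.20 and 0.06. The lower limit was that of Ccl3, with −0.55, −0.05 and 0.02 in tumors 1, 2 and 3, and −0.02 without tumor 1. Kitl, Cd274, Cxcl12 and Csf1 changed sign in at least 1 other setting. Ccl4, Cd40, Cxcl13, Il10, Il13, Il17a and Il4 were not well above background on all 3 arrays in either condition.
The 10 largest rises and the 10 largest falls were taken among genes past the pfp threshold of the methods that moved the same way in all 3 tumors. The rises ranged from 0.69 for Adamts8 to 1.01 for C3 on the log2 scale, and also included Ubd, Alox12e, Fcgbp, Plxnd1, Nfkbia, Nfkbie, Spns3 and Traf1. C3 had an SE of 0.23 (adjusted p = 0.328 from limma), and its log2 change was 1.92 in tumor 1 and 0.56 without that tumor. Ubd had a log2 change of 0.92 (SE 0.09, adjusted p = 0.0230 from limma). Its control channel was well above background on 2 of the 3 arrays, and the scanner software's processed signals gave a log2 change of 2.29. For Adamts8 and Plxnd1, a dimmer probe gave log2 changes of 0.04 and 0.15, and dimmer probes of Cldn2 and H19 gave −0.28 and −0.44. Bace2 and C1qtnf1, also among the first 10 genes of the PyMT list, each had a log2 change of 0.65, with 0.26 and 0.72 from a dimmer probe. Without tumor 1, the log2 changes of Nfkbia, Nfkbie, Spns3 and C1qtnf1 were 0.42, 0.47, 0.44 and 0.37, against 0.77, 0.75, 0.71 and 0.65 with it. The largest fall was that of Lalba, with a log2 change of −1.50 (SE 0.11, adjusted p = 0.0104 from limma). Wap, Foxi1, Lrg1 and Csn1s1 were the other genes lowered past the adjusted p of 0.05, with log2 changes of −1.01, −0.76, −0.75 and −0.72. The falls of Cldn2, H19, Them5, Bhlha15 and 1 transcript whose accession the RefSeq table does not hold were between −0.92 and −0.66, with adjusted p of at least 0.0753 from limma. None of the 11 named genes with more than 1 probe above background had probes of both signs.

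**Figure D2:**
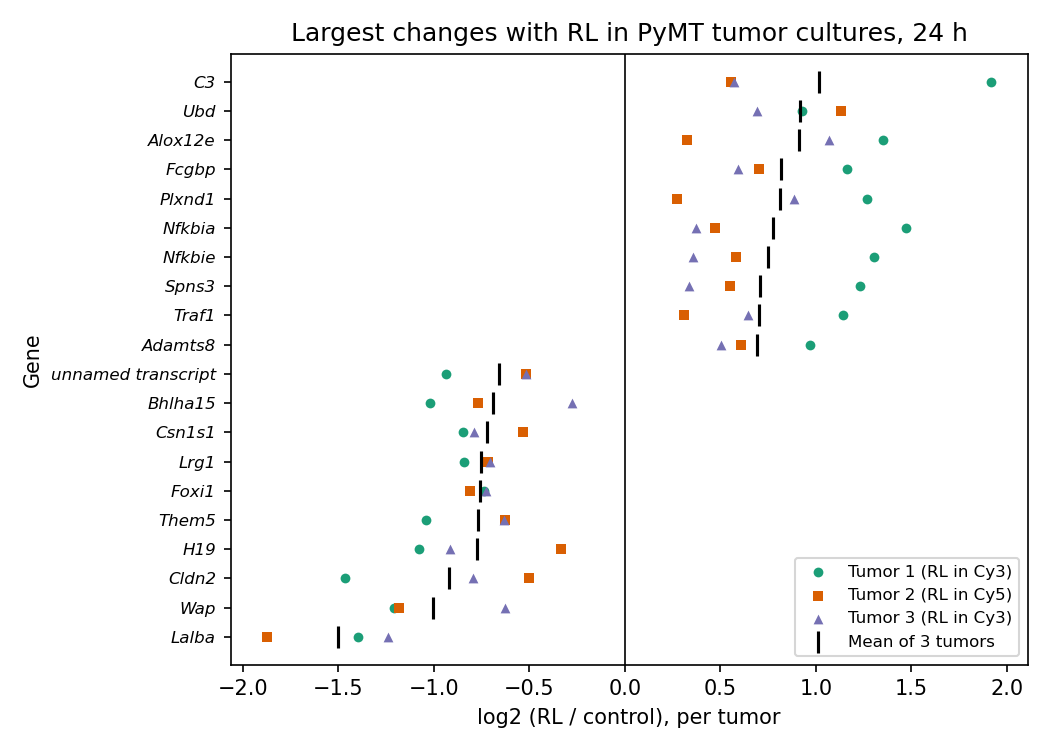
log2 ratio of RL over control (horizontal axis) of the genes with the 10 largest rises and the 10 largest falls (vertical axis), with 1 point per tumor and a bar at the mean of the 3 tumors. All points of a gene lie on 1 side of 0, and the means run from −1.50 for Lalba to 1.01 for C3.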

RNA was extracted 24 h after RL stimulation for hybridization to a gene expression microarray, as previously described.

### Cell line culture and lentiviral transduction

The human BC cell lines MCF7 and HCC1954 were purchased from the American Type Culture Collection (ATCC). ATCC provides molecular authentication in support of their collection through their genomics, immunology, and proteomic cores, as described, by using DNA barcoding and species identification, quantitative gene expression, and transcriptomic analyses (ATCC Bulletin, 2010). Cells were grown in DMEM and RPMI 1640 medium, respectively, supplemented with 10% FBS and 1% penicillin–streptomycin solution (all from Gibco). The cells were grown at 37 °C in the presence of 5% CO_2_ in humidified incubators and were tested for the absence of mycoplasma.

To ectopically express green fluorescent protein (control) or RANK (*TNFRSF11A*), the corresponding genes were cloned in the lentiviral vector pSD-69 (PGK promoter, generously donated by S Duss and M Bentires-Alj) following Gateway cloning protocols. To knock down the expression of endogenous RANK, we used the lentiviral vector pGIPZ clones V3LHS_307325 and V3LHS_400741 with RANK-specific short hairpin RNA expression (Dharmacon). As a control (ctrl), we used a verified non-targeting clone (Dharmacon). Lentiviruses were prepared in HEK293T cells with packaging and envelope plasmids psPAX2 and pMD2.G (AddGene). Transduced cells were selected with 1.5 µg/ml puromycin, starting 3 days after infection.

### Human neutrophil and T-cell isolation and culture

Peripheral blood was provided by the “Banc de Sang I Teixits” (Hospital Universitari de Bellvitge). Mononuclear cells were isolated from buffy coats using Ficoll-plus gradient (GE Healthcare Bio-Sciences). Neutrophils were isolated from the red fraction, then purified by dextran sedimentation. Purified cells were resuspended at 5 × 10^6^ cells/mL in RPMI supplemented with 10% of FBS and 50 U/mL streptomycin and penicillin. FACS analysis was performed to detect CD66b (G10F5, BD Bioscience) to confirm purity (98% average).

Neutrophil apoptosis and activation were analyzed culturing 10^4^ neutrophils per well in 96-well plates over 24 h in the indicated medium or CM. Apoptosis was measured using the Annexin AV Apoptosis Detection Kit (640930, BioLegend) and activation was detected by staining for CD11b following the previously described flow cytometry staining protocol.

### Clinical trial design and patient characteristics

Twenty-seven patients were enrolled in the D-BEYOND trial: the first patient enrolled on 2 October 2013 and the last patient enrolled on 9 June 2016. D-BEYOND was a prospective, single-arm, multi-center, open label, pre-operative “window-of-opportunity” phase IIa trial (NCT01864798). All patients received two injections of denosumab 120 mg subcutaneously, administered 7–12 days apart, prior to surgical intervention. Surgery was performed 10–21 days after the first dose of denosumab (median, 13 days). Post-study treatment was at the discretion of the investigator. Snap-frozen and formalin-fixed, paraffin-embedded (FFPE) tumor and normal tissues were collected at baseline (pretreatment) and at surgery (posttreatment). Normal tissues (snap-frozen and FFPE) were defined as being at least 1 cm away from tumor, another quadrant, or contralateral breast biopsies. All samples (including normal) were reviewed by a pathologist to assess epithelial content. Eligible patients were premenopausal women with histologically confirmed newly diagnosed operable primary invasive carcinoma of the breast, who had not undergone previous treatment for invasive BC. Other key eligibility criteria included a tumor size > 1.5 cm, any nodal status, and known ER, progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2) status. Key exclusion criteria included bilateral invasive tumors, current or previous osteonecrosis, or osteomyelitis of the jaw, and known hypersensitivity to denosumab. Evaluation of conventional BC markers including ER, PR, HER2, and Ki-67 were centrally performed at the Institut Jules Bordet (IJB). ER and PR status were defined according to the American Society of Clinical Oncology and the College of American Pathologists (ASCO-CAP) guidelines. BC subtypes were defined according to the St Gallen 2015 Consensus Meetings^57^ using immunohistochemical surrogates as follows: Luminal A: ER and/or PR(+), HER2(−), Ki-67 < 20%; Luminal B: ER and/or PR(+), HER2(−), Ki-67 ≥ 20; Basal: ER(−), PR(−), and HER2(−), irrespective of Ki-67 score; and HER2: HER2(+), irrespective of ER, PR, or Ki-67. All 4 HER2+ patients included in the study were ER+ PR+. The full study protocol is available as Supplementary Note 1 in the Supplementary Information file.

Serious and non-serious AEs were collected from the day of signed informed consent until one month after the final administration of the study drug, except for the project-specific AEs, for which the reporting was extended to 3 months after the final dose of denosumab. Safety data were evaluated using the National Cancer Institute Common Terminology Criteria for Adverse Events (NCI-CTCAE v 4.0). AEs were coded according to the Medical Dictionary for Regulatory Activities (version 20.1). All non-serious AEs are summarized in Supplementary Data 6, the most frequent one being arthralgia (4/27, 14.8%). This study was approved by the Ethics Committee of the trial sponsor; the Medical Ethics Committee of the Institute Jules Bordet (IJB No.: 2064) and and the Melbourne Health Human Research Ethics Committee. All patients provided written informed consent prior to study entry.

One patient was excluded because she had a ductal in situ carcinoma and two patients were excluded because of lack of available tumor tissue. Another patient was excluded from TIL evaluation due to tissue exhaustion. The primary study endpoint was a GM decrease in the percentage of Ki-67-positive cells assessed by IHC. Key secondary endpoints included absolute Ki-67 responders (defined as <2.7% Ki-67 IHC staining in the posttreatment tumor tissue), decrease in serum C-terminal telopeptide (CTX) levels measured by enzyme-linked immunosorbent assay (ELISA), increase in apoptosis as detected by cleaved caspase-3 or terminal deoxynucleotidyl transferase dUTP nick end labeling assays, evaluate the tolerability of a short course of denosumab, and observe changes in TIL percentage in tumor tissue evaluated on HE slides. Changes in the infiltration of immune populations as measured by IHC were also performed. Paired samples of breast tumor and normal tissue at baseline and at surgery were required. The limited epithelial content precluded analyses of changes in the paired normal tissues. Gene expression analyses in paired tumor and normal tissue at baseline and at surgery was performed for patients with enough epithelial content. Additional secondary endpoints include: change in RANK/RL gene expression and signaling, change in tumor proliferation rates using gene expression, change in expression levels from genes corresponding to mammary progenitor populations, estrogen pathways, immune pathways, and gene expression changes in the paired samples of surrounding normal tissue when available. All primary, secondary, and exploratory endpoints performed are summarized in Supplementary Data 17.

### Enzyme-linked immunosorbent assay

Serum concentrations of human sRL were centrally assessed at IJB in triplicate, using an ELISA according to the manufacturer’s instructions (Biomedica, Austria). sRL bound to denosumab is not be detected by this assay. Serum CTX levels were routinely evaluated in each center by ELISA.

### Pathological assessment and immunohistochemical staining of human tumor samples

Tumor cellularity was centrally assessed on HE-stained tissue sections from FFPE and frozen human tumor samples. For patients with multiple samples, the sample with the highest tumor content was chosen for further analyses. The percentage of intratumoral and sTILs was independently evaluated by two trained pathologists (R.S. and G.V.D.E.) who were blinded to the clinical and experimental data on the HE slides, following the International TIL Working Group 2014 methodology, as described elsewhere^58^. Median tumor cellularity ranged between 35% and 90%. TIL proliferation was assessed as the percentage of Ki-67^+^ TILs among all TILs.

Tissue sections (4 μm) from FFPE tissues of human primary breast tissue were used to assess RANK and RL. For each patient, representative unstained slides of the primary tumor were shipped to NeoGenomics Laboratories (California, USA) for immunohistochemical staining of RANK (N1H8, Amgen), RL (M366, Amgen), blinded to clinical information. The percentage of stained cells and their intensity (0, negative; 1^+^, weak; 2^+^, moderate; and 3^+^, strong) were recorded as described previously^23^.

An H-score was calculated using the following formula: H = (% of cells of weak intensity × 1) + (% of cells with moderate staining × 2) + (% of cells of strong staining × 3). The maximum possible H-score is 300, corresponding to 100% of cells with strong intensity.

Serial FFPE tissue sections (4 μm) were immunohistochemically stained for CD3/CD20, CD4/CD8, and FOXP3/CD4 dual staining, as well as single Ki-67 and cleaved caspase-3 staining on a Ventana Benchmark XT automated staining instrument (Ventana Medical Systems)^59^. The antibodies used for dual IHC are as follows: CD3 (IR503, polyclonal), CD8 (C8/144B, IR623), and CD20 (L26, IR604) from Dako; CD4 (RBT-CD4, BSB5150) from BioSB; FOXP3 (236 A/E7, 14-4777-82) from E-Bioscience; Ki-67 (Clone MIB-1) from Dako; and cleaved caspase-3 (ab2302) from Abcam. T cells were quantified by CD3 protein expression, B cells by CD20 protein expression, cytotoxic T cells by CD4-negative and CD8 -positive expression, and Treg cells by simultaneous CD4 and FOXP3 expression. Scoring was defined as the percentage of immune-positive cells among stromal and tumoral area.

For multiplex IHC, FFPE tissue sections (4 μm) were processed manually. Briefly, slides were heated at 37 °C overnight, deparaffinized, and then fixed in neutral-buffered 10% formalin. The presence of helper T cells (CD4), cytotoxic T cells (CD8), B cells (CD20), Tregs (FOXP3), macrophages (CD68), cancer cells (pan-cytokeratin), and cell nuclei (4′,6-diamidino-2-phenylindole) was assessed using a serial same-species fluorescence-labeling approach that employs tyramide signal amplification and microwave-based antigen retrieval and antibody stripping in accordance with the manufacturer’s instructions (Opal Multiplex IHC, Perkin Elmer). Staining was visualized on a Zeiss LSM 710 confocal microscope equipped with PMT spectral 34-Channel QUASAR (Carl Zeiss). All IHC slides were centrally reviewed by a breast pathologist (R.S.).

### RNA extraction from human samples and RNA-seq

RNA was extracted from frozen tumor and normal tissue using the AllPrep DNA/RNA Mini kit (Qiagen, Germany) according to the manufacturer’s instructions. RNA quality was assessed using a Bioanalyzer 2100 (Agilent Technologies). A total of 22 patients had sufficient tumor RNA quantity from both pre- and posttreatment timepoints. A total of 11 patients had sufficient RNA quantity in normal tissue samples from both pre- and posttreatment timepoints. Among the patients without enough RNA quantity in normal tissue, six had biopsies containing mainly fatty tissue without any epithelial cell. Indexed cDNA libraries were obtained using the TruSeq Stranded Total RNA Kit (Illumina) following the manufacturer’s recommendations. The multiplexed libraries were loaded onto a NovaSeq 6000 apparatus (Illumina) using a S2 flow cell and sequences were produced using a 200 Cycle Kit (Illumina).

### Bioinformatic analyses

RNA-seq read pairs from the D-BEYOND samples were trimmed using Trimmomatic^60^. Alignment was performed using STAR^10^. The number of reads mapping to each gene was assessed with the Rsamtools package in the R environment. As gene expression profiles of tissues taken at biopsy and surgery are known to be sensitive to differences in tissue-handling procedures^61^, we used a publicly available dataset from the no-treatment arm of POETIC study to filter-out differentially expressed genes. This study included 57 pairs of samples from untreated patients taken at diagnosis (baseline) and surgery (GEO ID: GSE73235^61^). We filtered out 3270/21.931 (14.9%) genes that were differentially expressed between diagnosis and surgery by using a strict cutoff of a raw value of *P* < 0.05 from a non-parametric Mann–Whitney *U*-test. Differential expression was analyzed with DESeq2 v.1.14.1R/Bioconductor package^62^ using raw count data. Significantly differentially expressed genes were selected if they had a qval of <0.05 and an absolute log2-fold change of >0.5. We used the GAGE v.2.24.0 R/Bioconductor package^63^ to identify significantly enriched biological processes from the Biological Process from GO database. CIBERSORT software was used^40^ to refine the subsets of immune cells present in each sample. Reads per kilobase of transcript, per million mapped reads expression data were uploaded to www.cibersort.standford.edu and CIBERSORT was run using LM22 as a reference matrix and, as recommended for RNA-seq data, quantile normalization was disabled.

All other parameters were set to default values. Output files were downloaded as tab-delimited text files and immune cell subsets that were present in fewer than ten samples were discarded.

We reported the ten aggregates as described before [PMID: 29628290]:

T.cells.CD8 = T.cells.CD8,

T.cells.CD4 = T..CD4.naive + T..CD4.memory.resting + T..CD4.memory.activated,

T.reg = T.cells.regulatory..Tregs.

B.cells = B.cells.naive + B.cells.memory,

NK.cells = NK.cells.resting + NK.cells.activated,

Macrophage = Macrophages.M0 + Macrophages.M1 + Macrophages.M2,

Dendritic.cells = Dendritic.cells.resting + Dendritic.cells.activated,

Mast.cells = Mast.cells.restin + Mast.cells.activated,

Neutrophils = Neutrophils,

Eosinophils = Eosinophils

RNA-seq data have been deposited under EGA accession number EGAS00001003252 as a fatsq file (available on request from the IJB Data Access Committee).

The prototype-based co-expression module score for *TNFRSF11A* (RANK metagene) and *TNFSF11* (RL metagene) was computed for each sample as $${\mathrm{{Modulescore}}} = \mathop {\sum }\nolimits_{i = 1}^{100} w_ix_i$$. Where *x*_*i*_ is the expression of the top 100 genes positively correlated with *TNFRSF11A* or *TNFSF11* at baseline (before treatment) and *w*_*i*_ is the Pearson’s correlation coefficient between *x*_*i*_ and *TNFRSF11A* or *TNFSF11*.

The public signatures of RANK/NFκB were retrieved from MSigDB^64^ (Cell Systems, PMID:26771021) and computed using the GM and then scaling. RL-induced genes in mouse MECs (WT and Rank overexpression) were retrieved from publically available GEO dataset: GSE66174.

Mouse microarray data were feature-extracted using Agilent’s Feature Extraction Software (v. 10.7), using the default variable values.

Outlier features in the arrays were flagged by the same software package. Data were analyzed using the *Bioconductor* package in the R environment. Data preprocessing and differential expression analysis were performed using the *limma* and *RankProd* packages, and the most recently available gene annotations were used. Raw feature intensities were background-corrected using the *normexp* background-correction algorithm. Within-array normalization was done using spatial and intensity-dependent *loess. Aquantile* normalization was used to normalize between arrays. The expression of each gene was reported as the base 2 logarithm of the ratio of the value obtained for each condition relative to the control condition. 

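In the 3 arrays of PyMT tumor cultures, limma put 1 gene higher and 5 lower with RL at an adjusted p under 0.05, among 21743 genes and transcripts tested. At an unadjusted p under 0.05, 761 were higher and 778 lower. A rank product of the 3 arrays, with the proportion of false positives estimated from 1000 permutations, put 37 genes higher and 51 lower at a proportion under 0.05. Without a filter on dim probes, the rank product put 45 higher and 78 lower. A dye term beside the RL term in limma put 124 higher and 167 lower, with 1 residual degree of freedom. The 6 genes past the threshold by limma were also among the 88 of the rank product, and 84 of those 88 were also among the 291 found with the dye term. Leaving out tumor 2 gave 569 genes higher and 928 lower, leaving out tumor 1 gave 0 and 1, and leaving out tumor 3 gave 0 and 2. Lalba was the only gene that changed at least 2-fold in the same direction on all 3 arrays.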

A gene was considered differentially expressed if it displayed a *pfp* (proportion of false positives*)* < 0.05, as determined by a non-parametric test.

### Statistical analyses

All statistical tests comparing pre- and posttreatment paired values were done using the sign test or Student’s paired samples *t*-test. All IHC values were log-transformed to give values of log_10_(*x* + 1), thereby overcoming the problem of some raw variable values being zero. To compare NRs and responders, the Mann–Whitney *U* and Fisher’s exact tests were used for continuous and categorical variables, respectively. All correlations were measured using the Spearman’s non-parametric *rho* coefficient. All reported *P*-values were two-tailed. All analyses were performed using R version 3.3.3 (available at www.r-project.org) and Bioconductor version 3.6. No correction was made for multiple testing for exploratory analyses, except for the gene expression analysis, for which the false discovery rate was used.

Mouse experimental data were analyzed using GraphPad Prism version 5. Differences were analyzed with a two-tailed Student’s *t*-test, an F-test, or an unpaired-samples *t*-test against a reference value of 1. Tumor growth curves were compared using two-way analysis of variance. Frequency of tumor initiation was estimated using the extreme limiting dilution assay (http://bioinf.wehi.edu.au/software/elda/). Regression analysis of the growth curves’ mean for the anti-CTLA4, anti-RL, and anti-PD-L1 treatments was performed, and 2 × 2 *χ*^2^-contingency tables (two-tailed probabilities) were used to evaluate responses. The statistical significance of group differences is expressed by asterisks: *p < 0.05; **p < 0.01; ***p < 0.0001; ****p < 0.0001).

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

## Data Availability

Raw microarray data from preclinical samples have been deposited in GEO, access number GSE119464, and are publicly available. Patients’ RNA-seq data have been deposited under EGA accession number EGAS00001003252. Access can be obtained by contacting the Institute Jules Bordet Data Access committee or Christos Sotiriou (). Raw clinical data are available as Supplementary Data 18. The full study protocol is available in the Supplementary Information file. The POETIC clinical trial gene expression data used in this study are available in the GEO database under accession code GSE73235. MECsWT and Rank overexpression microarray data used in this study are available in the GEO database under accession code GSE66174. The remaining data are available within the Article, Supplementary Information, or available from the authors upon request.

How the deposited data were processed for this re-analysis (not part of the article)

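RNA from 3 pairs of PyMT tumor cell cultures, 1 treated with RL for 24 h and 1 untreated in each pair, was hybridized on 3 Agilent mouse gene expression arrays with both samples of a tumor on 1 array. The authors read the spot intensities with Agilent Feature Extraction 10.7.3.1 at default values and deposited, for each dye, the median intensity of the spot and of its local background, without correction. The deposited processed intensities were background-subtracted, detrended across the array and normalized for the dyes by the same software, and the deposited log10 ratios are Cy5 over Cy3 of those processed intensities. The authors also deposited a table of normalized log2 ratios of the same arrays, whose direction and scale it does not state. They were set against the normalized ratios computed here from the spot intensities. After the sign of each dye order was taken into account, they ran in the direction of RL over control. Pearson's r across genes was 0.965, 0.956 and 0.962 in tumors 1, 2 and 3. The slopes of the authors' ratios on those computed here were 1.15, 1.17 and 1.15. The GEO series of these arrays is not the one named for preclinical microarrays in the paper's data availability statement. Its labels give PyMT tumor cultures with and without RL for 24 h, as in the methods. The design named mean spot intensities, which the files do not hold, so median intensities were used.

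Values were computed in R 4.3.3 with limma 3.58.1. Background was corrected with normexp (offset 50) on all spots, after which control spots were dropped. Log ratios were normalized within each array by intensity-dependent loess and then by a loess on row and column (span 0.1), and between arrays by Aquantile. Spots marked as outliers were left out and spots of 1 probe were averaged. Probes were named by matching their accession, without its version, to the RefSeq table of GRCm38.p6, which matched 28026 of 55681 probes to 21154 gene symbols. The array was designed on another genome build, so no coordinates are given. Unmatched probes kept their accession. A gene was represented by its probe with the highest mean intensity among probes well above background in all 3 channels of a condition. Of the 21743 genes and transcripts tested, 21721 had a value on all 3 arrays. The ratio of RL over control was fitted for each gene with lmFit and eBayes (2 residual and 6.66 prior degrees of freedom) and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Both cultures of a tumor share an array, so the ratio pairs them by tumor, and this pairing comes from the labels.

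The genes named in the text were set by a rule before the data were examined: genes the paper names for RANK signaling or for the cultures, the first 10 genes of the PyMT list, and the 10 largest rises and falls among genes past the threshold that changed the same way on all 3 arrays. Fewer than 10 genes passed the adjusted p of 0.05, so the rule's second choice, a proportion of false positives (pfp) under 0.05 by rank product, was used. Gene sets were the RL lists of Supplementary Data 16 for PyMT tumor cells, wild-type mammary glands and RANK-overexpressing mammary glands, the RANK and RL metagenes of Supplementary Data 15, and sets written before the data were examined: NF-κB pathway, interferon response, MHC class I antigen presentation, MHC class II, milk genes, proliferation, osteoclast genes, myeloid, T cell, fibroblast and epithelial markers, neutrophil chemoattractants, reference genes, and the cytokines that Fig. 3a gives as higher in RANK+/+ or in RANK-/- supernatants. Human symbols were matched to mouse symbols by equality ignoring case or through synonyms, which matched 96 of the 100 genes of the PyMT list. Of the 20 sets, 19 had at least 3 genes and were tested with camera (preset correlation 0.01), with adjustment over these tests. Each median was also set against those of 10000 random lists drawn with replacement from genes in the same of 20 intensity bins. Random draws used seed 1.

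The alternatives, set before the data were examined, were a rank product with 1000 permutations in place of limma (written for this work, because RankProd was not at hand), the same without a filter on dim probes, a dye term, an intensity trend and robust moderation in eBayes, no background correction, the scanner software's processed signals, no spatial loess, median centering in place of loess, no Aquantile, no filter or a stricter filter on dim probes, outlier spots kept, the mean over a gene's probes, the authors' log2 ratios, no pairing by tumor, each tumor left out in turn, an unadjusted p, a minimum of 2-fold on all arrays, fry, camera with an estimated correlation, and the mammary gland lists without the genes they share with the PyMT list.

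The programs were tested on simulated data for 21721 genes with 200 changed genes. Without a dye effect, limma recovered 200 of them with 9.91% false calls, the dye term 200 with 10.7% and the rank product 200 with 0.99%. With a dye effect, limma recovered 194 with 0% false calls, the dye term 200 with 7.41% and the rank product 194. Of 100 random lists of 93 genes without a change, camera gave 1 with a p under 0.05. When a list of that size was raised by 0.4 on the log2 scale, the p of limma's camera was 2.62e-143 and that of limma's fry was 6.76e-05. These simulations check that the programs run as intended. They do not give the power or the error rate of any method on the real arrays. There the rise of the PyMT list was unequal between tumors, with medians from 0.27 to 0.66, which a single rise of 0.4 does not copy.

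Precision is limited by the number of arrays. Signals lay little above the background, and 55.2%, 56.2% and 55.7% of the probes were well above background in the control channels of tumors 1, 2 and 3, against 55.9%, 55.7% and 54.6% in the RL channels. All arrays were on 1 slide and in 1 scan, so neither can be a batch between them. The clinical samples, cell lines, mammary gland cultures and cytokine arrays of the paper were not analysed here.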

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

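The tests of dye bias and of the share of epithelial cells for the milk genes were chosen only after the result was seen. The test that turns arrays around was chosen before.

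Milk genes were lower with RL. The paper's text gives no values for them after RL. Its introduction cites lactogenic differentiation of tumor cells after inhibition of RL, and Supplementary Data 1 lists Csn2, Glycam1 and Wap among genes that differ between RANK+/+ and RANK-/- tumor cells, which were not analysed here. Of 9 genes in the set, 6 were tested and all 6 were lower in all 3 tumors, with a median log2 change of −0.595. The falls were unequal, from −1.50 for Lalba to −0.23 for Csn3 and −0.14 for Elf5. Elf5 encodes a transcription factor and not a milk protein. The median was −0.63, −0.43 and −0.64 in tumors 1, 2 and 3, and the central 95% of matched random lists lay between −0.09 and 0.09. The adjusted p was 1.95e-14 with camera, 0.079 with fry and 0.293 with an estimated correlation, and over all alternatives it ranged from 3.76e-26 to 0.293. Dye bias would have left the genes unchanged or raised in tumor 2, the array with RL in Cy5, where their median was −0.43, and the median with a dye term was −0.55. A lower share of epithelial cells as the whole cause would have lowered the epithelial markers as far as the milk genes. Instead, 8 of 9 epithelial markers lay more than 2 standard errors above the median of the milk genes, and the exception was Krt18 with a log2 change of −0.33 (SE 0.20). The epithelial median was −0.02 (adjusted p = 0.312), and it was −0.06 with a dye term (adjusted p = 0.0467) and −0.11 without tumor 1 (adjusted p = 0.00105), within a range over all alternatives from 0.00105 to 0.762. In tumors 1, 2 and 3 it was 0.14, −0.17 and −0.07, so a lower epithelial share as a part of the fall is not excluded in tumors 2 and 3. Fibroblast markers had a median of −0.04 (−0.25, 0.07 and −0.05 in the 3 tumors, and 0.05 without tumor 1) and myeloid markers of −0.03 (0.02 with a dye term), and these medians near 0 do not decide. Over all alternatives the median lay between −0.77, with median centering in place of loess, and −0.47, without a filter on dim probes, and it was −0.67 with the authors' own log2 ratios. A loss of the milk-producing cells alone, which no marker list here separates from a lower output per cell, stays open, and so does a difference between the single treated and the single untreated culture of each tumor other than RL. With those open, an effect of RL on milk gene expression may be put forward only as a hypothesis.

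Lalba, a milk gene that the paper's text does not name, had the largest fall, with a log2 change of −1.5032 (SE 0.11, adjusted p = 0.0104 from limma). The log2 change was −1.40 in tumor 1, −1.87 in tumor 2 and −1.24 in tumor 3. It stayed between −1.64 and −1.32 with each tumor left out, and between −1.74 and −1.32 over all alternatives. The adjusted p was above 0.05 with the scanner software's processed signals (0.376), with median centering (1) and without pairing by tumor (1), and over all 19 alternatives it was otherwise under 0.05. The gene has 1 probe on the array, so no other probe tests it. As a member of the milk genes it is no separate evidence, and the same explanations stay open.

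Genes lowered by RL in these cultures are not discussed in the paper's text, and Supplementary Data 16 lists RL-induced genes. The rank product put 51 genes lower and 37 higher, while limma put 5 lower and 1 higher, and limma with a dye term put 167 lower and 124 higher. Of the 88 genes of the rank product, 84 were shared with the dye term fit in the same direction. With 3 arrays there are only 4 ways to turn them around, so comparing these ways could not have excluded chance as the source of limma's count. With the labels as given, 6 genes passed the threshold, and 2 of the 4 ways, the labeled one included, gave as many. The other of these turns tumor 2 and gave 255, but it makes all 3 ratios follow the dyes and so lines up any dye effect. Turning tumor 1 or tumor 3 gave 0 each. At an unadjusted p under 0.05 the 4 ways gave 1539 genes as labeled, 2708 with tumor 2 turned, 308 with tumor 1 turned and 222 with tumor 3 turned. No biological explanation of these genes as a group was tested.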

How the results depend on the processing

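All alternatives were set before the data were examined, and none was added later. Of 776 values of 41 named genes over the alternatives, 409 differ from the reported value, and most of the others come from settings that leave the ratio of a gene as it is. Of the values that differ, 11 changed sign, 6 of them with median centering, and they belong to Cd274, Csf1, Cxcl12, Hprt, Kitl and Tnfrsf11a, none of which was past the threshold. Of 221 values of gene sets not past the threshold, 202 kept their direction and their side of it or moved less than the spread between tumors. The medians of the PyMT list (0.25 to 0.47), of the NF-κB set (0.24 to 0.43) and of the milk genes (−0.77 to −0.47) kept their sign under all alternatives run.

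Counts of genes past the threshold, 1 raised and 5 lowered by limma, moved with most settings. They were 37 raised and 51 lowered by rank product, 45 and 78 by rank product without a filter on dim probes, 124 and 167 with a dye term, 9 and 21 with an intensity trend, 7 and 13 with robust moderation, and 6 and 12 without background correction. With the scanner software's processed signals they were 0 and 0, and with median centering in place of loess 0 and 0. They were 0 and 3 without a filter on dim probes, 0 and 3 with probes well above background in both channels, 1 and 3 with the mean over a gene's probes, 2 and 7 with the authors' values, 761 and 778 at an unadjusted p under 0.05, and 0 and 1 at 2-fold or more on all 3 arrays. Without spatial loess they were 1 and 6, and they were 1 and 5 without between-array normalization and with outlier spots kept. For the settings in which limma put 0 genes higher, an unadjusted p under 0.05 gave 854 raised and 806 lowered with the scanner software's processed signals, 7 and 16 with median centering, 1139 and 1147 without a filter on dim probes, and 721 and 731 with probes well above background in both channels. The cause was not tested, except that the 2-fold setting applies no test and the unadjusted p corrects for none.

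Leaving out 1 tumor at a time gave between 0 and 569 raised genes and between 1 and 928 lowered genes, with 1 residual degree of freedom. At an unadjusted p under 0.05, 393 were raised and 437 lowered without tumor 1, and 333 and 419 without tumor 3. The high counts came without tumor 2, whose removal leaves 2 arrays with the same dye order, so a dye effect on a gene counts as a change with RL in both. In the same way the raised genes past the threshold numbered 0 to 81 in the PyMT list, 0 to 23 in the wild-type mammary gland list and 0 to 42 in the RANK-overexpressing mammary gland list. The median of MHC class I genes was between 0.050 and 0.18 and lost its call without tumor 1 (adjusted p = 0.195), and that of proliferation genes was between 0.0093 and 0.14 and also lost its call without tumor 1 (adjusted p = 0.712). Over their alternatives, the adjusted p of these sets ranged from 2.25e-08 to 0.636 and from 0.00077 to 0.712.

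In the PyMT list, the 1 raised gene past the threshold became 27 by rank product, 33 by rank product without a filter, 69 with a dye term and 4 without background correction. In the wild-type mammary gland list the count was 8, 12 and 18 by rank product, rank product without a filter and dye term. In the RANK-overexpressing list it was 11, 15 and 29 under these settings and 3 without background correction. It was 0 in all 3 lists with the scanner software's processed signals, with median centering, without a filter on dim probes and with probes well above background in both channels. Median centering lowered the number of genes higher on all 3 arrays from 83 to 22 in the PyMT list, from 31 to 4 in the wild-type list and from 50 to 8 in the RANK-overexpressing list. Without the genes shared with the PyMT list and with loess, 11 of 36 genes of the wild-type list and 19 of 58 of the RANK-overexpressing list were higher on all 3 arrays, against 31 of 57 and 50 of 90 with them.

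Median centering turned MHC class I genes from 0.13 to −0.081 and proliferation genes from 0.11 to −0.043. It also moves the median of all genes to −0.11, so both sets lay above that median. Under it, the adjusted p of camera was 0.047 for MHC class I genes and 0.251 for proliferation genes, which lost their call. The proliferation genes also lost their call with a dye term (median 0.064, adjusted p = 0.0534) and with the scanner software's processed signals (median 0.10, adjusted p = 0.0845), and the cause was not tested.

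With fry and with an estimated correlation, both of which leave medians as they are, none of the 7 sets past the threshold with camera kept its call. For the PyMT list (median 0.39) the adjusted p was 0.272 with fry and 0.45 with the estimated correlation, for the wild-type mammary gland list (median 0.17) 0.272 and 0.45, for the RANK-overexpressing list (median 0.21) 0.272 and 0.457, for the NF-κB set (median 0.38) 0.272 and 0.463, for MHC class I (median 0.13) 0.423 and 0.636, for milk genes (median −0.595) 0.079 and 0.293, and for proliferation (median 0.11) 0.518 and 0.636. The cause was not tested.

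The main comparison pairs both cultures of a tumor by their array, which is its replicate block. With no replicate block, 0 genes were raised and 0 lowered (44 and 20 at an unadjusted p under 0.05), the PyMT list and both mammary gland lists held 0 raised genes past the threshold, and the milk genes (median −0.595) had an adjusted p of 0.0593. It changed the call of no other set.

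Signals near the background limit dim genes. The scanner software's processed signals, which carry no offset, gave Ubd a log2 change of 2.29 in place of 0.92 and Cxcl10 one of 1.13 in place of 0.50.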

Differences from the paper's values

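The paper's list in Supplementary Data 16 holds 100 RL-induced genes of PyMT tumor cells (the paper's value), and 1 of the 93 tested was raised past the adjusted p of 0.05 with limma. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with a dye term in the fit (69) and without tumor 2 (81). It did not with a rank product at a pfp under 0.05 (27), with the same rank product without a filter on dim probes (33), without background correction (4), without spatial loess (1), without between-array normalization (1), with outlier spots kept (1), with the mean over a gene's probes (1), or with the authors' processed values (1). It was 0 with the scanner software's processed signals, with median centering, without a filter on dim probes, with probes well above background in both channels, with no replicate block, without tumor 1 and without tumor 3. The supplement titles the list as the top 100 genes and does not state that each passed a threshold. All 93 tested genes were higher in the mean and 83 were higher in all 3 tumors, which is no independent check, because the order of the list follows the mean change on these arrays.

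The methods state that dye swaps were made on the RNA of each sample. On the 3 arrays analysed here, each tumor has 1 array and the dye order differs between tumors.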

Other observations

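The tests of dye bias in the PyMT list, of the spread of ratios in tumor 1 and of dye bias per probe were chosen only after the result was seen. The tests of osteoclast genes and of the RANK level were chosen before.

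The median of the PyMT list was above 0 in both dye orders, with 0.27 in tumor 2, the array with RL in Cy5, and 0.66 and 0.30 in tumors 1 and 3. This does not exclude dye bias as a part of the rise, because the order of the list follows the mean change on these arrays. Genes chosen for a high mean over these arrays would tend to lie above 0 on each of them by selection. The mammary gland lists, which were drawn from other cultures, had medians of 0.19 (wild type) and 0.18 (RANK-overexpressing) in tumor 2. These lists were not chosen on these arrays, so that selection does not enter their tumor 2 medians. They share 21 and 32 genes with the PyMT list. Without the shared genes, the medians of the mean log2 change over the 3 tumors were 0.09 and 0.10. The shared genes are listed in an order that follows their rise here. Leaving them out therefore lowers these medians by selection.

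Dye bias per probe may explain part of the correlation of 0.453 between tumors 1 and 3. In the direction of Cy5 over Cy3, tumor 2 had a mean correlation of 0.11 with them, and in the direction of RL over control its correlations were −0.112 and −0.108. The Cy5 over Cy3 correlations of tumor 2 with tumors 1 and 3 depended on the setting. They were −0.00383 and −0.00541 with the scanner software's processed signals. They were 0.0885 and 0.0888 with the authors' values, and 0.136 and 0.126 without spatial loess. The correlation of tumor 2 with the others holds the effect of the dyes less that of RL, so 0.11 is not the share of the dyes. If both effects are taken as shared by all 3 arrays, the covariance of 0.0146 between tumors 1 and 3 splits into 0.0088 for the dyes and 0.00583 for RL. Effects that only tumors 1 and 3 share would enter both parts and were not tested.

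The NF-κB genes changed more in tumor 1. Their median there was 0.64, against 0.28 and 0.23 in tumors 2 and 3, which is 2.5 times the mean of these. For the PyMT list the ratio was 2.35 and for the milk genes 1.17. A wider spread of ratios on that array in general is argued against, since the median absolute log2 ratio over all genes was 1.06 times the mean of the other arrays. More RANK in the untreated culture of tumor 1 is a candidate explanation. The log2 intensity of Tnfrsf11a in the control channel was 10.67, 10.45 and 9.97 in tumors 1, 2 and 3. Less the median of the reference genes, tumor 1 lay 0.213 above the higher of the other tumors, with a standard deviation of 0.197 for the reference genes. The margin is small, 1 of 3 tumors is highest by chance alone, and the control samples of tumors 1 and 3 were in Cy5 and that of tumor 2 in Cy3. Other differences between the tumors were not tested.

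Myeloid cells in the cultures could answer RL as osteoclast precursors do. Of 10 osteoclast genes, 7 were tested and their median log2 change was −0.02 (adjusted p = 0.439 with camera), at percentile 45.98 of matched random lists. The gene with the brightest probe, Acp5, had a log2 change of 0.08 and a mean log2 intensity of 14.3. With 7 genes, of which tumor cells may express some, the test does not decide. Of 10 myeloid markers, 9 were tested, with a median of −0.03 (adjusted p = 0.18 with camera). The marker with the brightest probe, Cd14, had a log2 change of 0.15 and a mean log2 intensity of 13.4.

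The mammary gland lists of Supplementary Data 16 come from other cultures, of mammary gland cells after a shorter time with RL than the 24 h here. Their medians are therefore no like-for-like comparison with that of the PyMT list. In the wild-type list, 57 of 58 genes were tested, with a median log2 change of 0.17 (adjusted p = 1.91e-16 with camera), and 31 were higher in all 3 tumors. In the RANK-overexpressing list, 90 of 100 were tested, with a median of 0.21 (adjusted p = 1.75e-26), and 50 were higher in all 3 tumors. They share 21 and 32 genes with the PyMT list. Without these, 36 genes of the wild-type list had a median of 0.09 (adjusted p = 0.00401 with camera) and 58 genes of the RANK-overexpressing list had a median of 0.10 (adjusted p = 5.67e-07 with camera). Leaving out the shared genes takes away genes that rose on these arrays, which lowers the medians by selection.

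The RANK metagene was defined in patients' tumors. Of its 100 genes, 57 were tested, with a median log2 change of 0.02 (adjusted p = 0.23 with camera), 9 higher and 4 lower in all 3 tumors, at percentile 96.12 of matched random lists. Without tumor 3 its median was 0.02 with an adjusted p of 0.0023, within a range over all alternatives from 0.0023 to 0.712. It shares 6 genes with the PyMT list. Of the RL metagene, 73 genes were tested, with a median of −0.02 (adjusted p = 0.312).

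Among the other sets, the NF-κB set rose with a median of 0.38 (adjusted p = 2.45e-14 with camera), and 11 of its 15 tested genes were higher in all 3 tumors. It shares 10 genes with the PyMT list. MHC class I genes had a median of 0.13 (adjusted p = 9.15e-06, 7 of 15 higher in all 3 tumors) and proliferation genes of 0.11 (adjusted p = 0.00608, 5 of 15 higher in all 3 tumors), and both medians fell below 0 with median centering. Sets with an adjusted p above 0.05 were the interferon response (median 0.05), MHC class II (−0.04), T cell markers (0.02), fibroblast markers (−0.04), epithelial markers (−0.02), neutrophil chemoattractants (0.06), reference genes (−0.04) and the cytokines that Fig. 3a gives as higher in RANK+/+ supernatants (0.06). Without tumor 2, the interferon response (median 0.06) and the reference genes (median −0.15) passed the threshold. Of the cytokines given as higher in RANK-/- supernatants, only Ccl11 was tested, with a log2 change of −0.04.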
